# Dissecting cell-type-specific roles of androgen receptor in prostate homeostasis and regeneration through lineage tracing

**DOI:** 10.1038/ncomms14284

**Published:** 2017-01-23

**Authors:** Qing Xie, Yueli Liu, Tao Cai, Corrigan Horton, Joshua Stefanson, Zhu A. Wang

## Abstract

Androgen signals through androgen receptor (AR) to influence prostate development and cancer. How stromal and epithelial AR regulate prostate homeostasis remains unclear. Using genetic lineage tracing, we systematically investigated the role of cell-autonomous AR in different prostate epithelial cell types. Here we show that AR is dispensable for basal cell maintenance, but is cell-autonomously required for the luminal differentiation of rare basal stem cells. In contrast, AR deletion in luminal cells alters cell morphology and induces transient over-proliferation, without affecting androgen-mediated luminal cell survival or regeneration. However, AR is selectively required for the maintenance of daughter cells produced by castration-resistant *Nkx3.1*-expressing luminal stem cells (CARNs). Notably, Pten loss can override AR-loss effects in both basal and luminal compartments to initiate tumours. Our data reveal distinct cell-type-specific roles of epithelial AR in orchestrating prostate homeostasis, and question the notion that epithelial AR serves as a tumour suppressor in early cancer initiation.

## Abstract (web summary)

Androgen receptor is an important regulator of prostate development and cancer. In this study, the authors use genetic lineage tracing in mice to clarify the role of AR in different prostate epithelial cells.

The steroid hormone, androgen, plays critical roles in prostate development and cancer progression through its nuclear receptor, androgen receptor (AR)^1^,^2^. However, the specific functions of AR in those processes remain elusive, and investigations into this question are complicated by the dynamic and heterogeneous expression pattern of AR in different prostate cell types through time. The prostate gland consists of stromal tissues that mainly include interstitial fibroblasts and smooth muscle cells, as well as an epithelium that includes rare neuroendocrine cells and two major cell types, namely, basal cells that express cytokeratin (CK) 5, p63 and low levels of AR, and luminal cells that express CK18, Nkx3.1 and high levels of AR^3^. Classic tissue recombination experiments showed that stromal AR, but not epithelial AR, is essential for prostate developmental growth and morphogenesis through paracrine signals^4^,^5^,^6^. Later mouse genetic studies using AR conditional knockout in stromal fibroblasts and/or smooth muscle cells also reported reduced prostate size, decreased epithelial proliferation and impaired histology^7^,^8^,^9^,^10^; although the tumour-suppressing/promoting role for stromal AR during prostate cancer progression is still debated^11^,^12^. In contrast, in the prostate epithelium, AR function has traditionally been thought to primarily regulate the expression of androgen-dependent secretory proteins^1^,^13^. Recently, several Cre lines were used to ablate AR in the mouse prostate epithelium during postnatal development. While some studies reported a tumour-suppressing role for epithelial AR, others reported varied and sometimes contradictory phenotypes concerning the behaviours of basal and luminal cells^14^,^15^,^16^,^17^. To date, the function of AR in the adult prostate epithelium, particularly at the resolution of specific adult epithelial cell types, remains unclear. Acquiring such knowledge will be crucial for our understanding of prostate homeostasis and cancer initiation.

Recent mouse lineage-tracing studies from multiple groups have provided a clearer picture of the cell lineage relationship in the normal prostate epithelium *in vivo*. Whereas basal cells serve as multipotent stem cells to generate luminal and neuroendocrine cells during prostate development^18^, their stem cell activities become gradually restricted as the prostate organ matures^19^. In adult prostate homeostasis, basal and luminal cells are largely two self-sustained lineages, with very low proliferation in both compartments and basal-to-luminal cell differentiation occurring only occasionally^19^,^20^. When androgen is deprived through castration, the prostate will regress as the majority of luminal cells undergo cell apoptosis while basal cells are largely unaffected. Re-administration of androgen will lead to luminal cell regeneration and prostate growing back to normal size. Such androgen-mediated prostate regression–regeneration can be repeated for multiple cycles in rodents^21^. Lineage-tracing analyses showed that luminal cell regeneration is primarily due to the proliferation of the remaining luminal cells that survive androgen deprivation^20^,^22^, although rare basal stem cell (BSC) activities also minimally contribute^19^. Whether cell-autonomous AR in those cell types drives regeneration in response to androgen is unknown. In addition, while all luminal cells in the hormonal-intact prostate express the transcription factor Nkx3.1, in the regressed prostate, Nkx3.1-expressing luminal cells (named CARNs) are rare, and they were shown to behave as a type of luminal stem cell that can produce both luminal and basal cells during regeneration^23^. Since *Nkx3.1* is a downstream target gene of AR^24^,^25^, the role of AR in CARNs awaits to be investigated.

Deletion of the tumour suppressor gene *Pten* in the mouse prostate epithelium has served as a highly relevant model for studying human prostate cancer^26^. Under this oncogenic condition, basal, luminal and CARN cells all can serve as the cell of origin for prostate cancer^19^,^20^,^23^,^27^. Recently, it was shown that epithelial AR in general is not required for the initiation and progression of *Pten*-null prostate cancer^28^. However, whether basal- and luminal-specific ARs play different roles in tumour formation is unknown. Here, we set out to investigate the role of AR in different prostate epithelial cell lineages in the context of adult prostate homeostasis, androgen-mediated prostate regression–regeneration and tumour initiation. Through cell-type-specific ablation of AR coupled with lineage-tracing analyses, our data demonstrate distinct AR functions in adult basal and luminal cells, and uncover its essential roles in the multipotent capability of rare stem cells in both compartments.

## Results

### Heterogeneous expression and dispensability of basal cell AR

AR has been considered absent or expressed at very low levels in adult prostate basal cells, but highly expressed in luminal cells. Our immunofluorescence (IF) staining of adult mouse prostate confirmed strong nuclear AR expression in all luminal cells (Fig. 1a), and interestingly, revealed its expression to be heterogeneous in the basal layer, as strong AR nuclear staining was randomly present in a subset of basal cells (Fig. 1a). For lineage analysis of basal cells, we used the previously characterized inducible basal-specific driver *CK5-CreER*^*T2*^(refs 19, 29). For better visualization and quantitation of basal AR, we tamoxifen-induced *CK5-CreER*^*T2*^*; R26R-CAG-YFP/+* (denoted Bas^YFP^) mice, in which almost all of the basal cells (98.7%, *n*=8,807/8,921, three animals analysed) can be marked by a CAG promoter-driven enhanced YFP^30^, with 58.7% of the marked cells positive for AR staining (Fig. 1b,f; Supplementary Table 1).

To test whether AR is functionally significant in adult basal cells, we conditionally deleted the AR gene in them by tamoxifen induction of 8-week old *CK5-CreER*^*T2*^*; AR*^*flox/Y*^*; R26R-CAG-YFP/+* (denoted Bas^YFP,AR−^) male mice and performed lineage tracing (Fig. 1c). The *AR*^*flox*^ allele deletes exon 2 upon induction, leading to disruption of the sequence encoding the DNA binding domain and yielding a non-functional transcript harbouring a frame shift and premature stop codon^31^,^32^. We found basal AR deletion to be efficient but not fully penetrant, as the percentage of YFP^+^ basal cells that were AR^+^ significantly decreased to 22.2% in the anterior prostate (AP) lobes 2 weeks after induction (three animals analysed, *P*<0.001 by *t*-test, Fig. 1d,f; Supplementary Table 1). In the subsequent tracing period of up to 8 months of age, no abnormality of the prostatic tubule structure or morphological changes of either basal or luminal cells were observed (Fig. 1e), and the percentage of AR^+^ basal cells remained stable at the reduced ratio (Fig. 1f; Supplementary Table 1). Furthermore, cleaved Caspase 3 staining revealed no elevation of apoptosis in the epithelium, and both BrdU incorporation assays (Fig. 1c) and Ki67 staining showed that the proliferation rates in AR^+^ and AR^−^ basal cells were similar (Fig. 1g,h; Supplementary Fig. 1; Supplementary Table 1). AR deletion was less efficient in the ventral prostate and dorsal–lateral prostate lobes than in the AP, but the proportions of AR^+^ and AR^−^ basal cells also remained stable throughout the tracing period (Supplementary Fig. 2). Taken together, we conclude that AR expression in adult prostate basal cells is dispensable for their normal homeostasis.

### AR is cell-autonomously required for BSC differentiation

Prostate epithelial cells are normally lineage-restricted in the adult organ, with rare basal cells occasionally undergoing luminal differentiation *in vivo*^19^,^20^. Consistent with previous reports, we found that, in the AP lobes of 8-month-old Bas^YFP^ mice that had undergone lineage tracing (Fig. 1c), 1.1% of YFP^+^ cells were luminal (*n*=59/5,177, three animals analysed; Fig. 1i; Supplementary Table 1). In contrast, this basal-to-luminal differentiation ratio significantly decreased to 0.31% (*n*=17/5,545, three animals analysed, *P*<0.0001 by *χ*^2^ test) in lineage-traced 8-month-old Bas^YFP,AR−^ mice (Fig. 1i; Supplementary Table 1). Importantly, all of the rare YFP^+^ luminal cells were AR^+^ (Fig. 1j; Supplementary Fig. 2b, right panel), suggesting they were derived from basal cells that escaped AR deletion. In fact, we never observed even a single AR-negative YFP^+^ luminal cell from Bas^YFP^ or Bas^YFP,AR−^ mice (*n*=0/76, six animals analysed, Supplementary Table 1). These data demonstrate that AR is cell-autonomously required for the bipotentiality of rare adult BSCs in organ homeostasis.

We next studied the behaviours of AR^−^ basal cells in the context of androgen-mediated prostate regression–regeneration. Bas^YFP,AR−^ mice were induced at 8-weeks of age and then castrated 2 weeks later (Fig. 2a). We found that 21.5% of the basal cells in the regressed prostate remained AR^+^ (Fig. 2b,d; Supplementary Table 2), a ratio similar to that found before castration. During subsequent serial regression–regeneration of up to three rounds, the percentage of AR^+^ basal cells remained constantly around 20% (Fig. 2c,d; Supplementary Table 2). Similar results were obtained in the ventral prostate and dorsal–lateral prostate lobes (Supplementary Fig. 3). Therefore, androgen levels do not appear to affect the relative balance between AR^+^ and AR^−^ basal cells. In lineage-traced Bas^YFP^ mice that had undergone three rounds of prostate regression–regeneration, we found that 0.89% of the YFP^+^ cells were luminal (*n*=71/7,990, three animals analysed, Fig. 2e; Supplementary Table 2), consistent with the previous finding that rare BSCs can give rise to a small proportion of luminal cells during serial regeneration^19^. In contrast, the luminal YFP^+^ ratio significantly decreased to 0.27% in Bas^YFP,AR−^ mice (*n*=23/8,585, three animals analysed, *P*<0.0001 by *χ*^2^ test, Fig. 2e; Supplementary Table 2). Again, all of the rare YFP^+^ luminal cells were AR^+^ (Fig. 2f; Supplementary Fig. 3b, right panel), and AR-negative YFP^+^ luminal cells were never found in Bas^YFP^ or Bas^YFP,AR−^ mice (*n*=0/102, 12 animals analysed, Supplementary Table 2). Therefore, cell-autonomous AR is also required for BSCs to differentiate into luminal cells in prostate regeneration.

To corroborate these lineage-tracing findings, we investigated the role of AR in BSCs using the recently developed organoid technique^33^,^34^,^35^. YFP^+^ basal cells were flow-sorted from tamoxifen-induced Bas^YFP^ and Bas^YFP,AR−^ mice, respectively, and 10,000 cells were seeded per well and cultured using a previous protocol^36^. Basal cells isolated from Bas^YFP^ mice yielded a significantly greater number of organoids than those from Bas^YFP,AR−^ mice (Fig. 2g,h, *P*<0.001 by *t*-test), and they also had significantly larger average sizes and more branching (Fig. 2g,i, *P*<0.001 by *t*-test). Since the seeded Bas^YFP,AR−^ cells were a mixed population of wild type and AR-deleted basal cells, IF staining of individual organoids showed that, compared with wild-type controls, organoids grown from AR^−^ basal cells lacked the hollow lumen and had little basal-to-luminal cell differentiation as revealed by CK18 staining (Fig. 2j). Therefore, these *in vitro* data also support our conclusions drawn from *in vivo* lineage tracing experiments.

### AR^−^ luminal cells expand transiently with altered morphology

Since AR is strongly expressed in the nuclei of all adult luminal cells, we next investigated the effects of luminal AR loss-of-function using the luminal-specific driver *Nkx3.1*^*CreERT2/+*^(ref. 23). *Nkx3.1*^*CreERT2/+*^*; AR*^*flox/Y*^*; R26R-YFP/+* (denoted Lum^YFP,AR−^) mice were tamoxifen-induced at 8 weeks of age and analysed through adult homeostasis (Fig. 3a). IF staining revealed that YFP fluorescence can reliably indicate AR deletion, since almost all YFP^+^ cells (98.7%, *n*=1,698/1,720, four animals analysed) were also AR^−^, while 84.8% of AR^−^ cells (*n*=1,698/2,002, four animals analysed) were also YFP^+^ (Fig. 3b, Supplementary Fig. 4a). To further validate the cell type specificity of AR expression, we utilized an established flow-sorting protocol^37^,^38^ to isolate basal cells (Lin^−^CD49f^hi^Sca-1^+^), wild-type luminal cells (Lin^−^CD49f^low^Sca-1^−^YFP^−^) and AR-deleted luminal cells (Lin^−^CD49f^low^Sca-1^−^YFP^+^) from induced Lum^YFP,AR−^ mice (Fig. 3c). Western blot analysis of sorted cells confirmed that AR expression is higher in wild-type luminal cells than basal cells, but is absent in AR-deleted luminal cells (Fig. 3d).

During the tracing period, we did not observe any luminal cell sloughing into the lumen or elevation of luminal cell apoptosis by cleaved Caspase 3 staining, suggesting AR is not cell-autonomously required for luminal cell survival. Strikingly, within 2 weeks after induction the AR^−^ luminal cells appeared as condensed cell clusters that were morphologically distinguished from wild-type luminal cells, as these cells were more compact and usually in stacked layers (Fig. 3e). BrdU incorporation assays (Fig. 3a) and Ki67 staining both showed that AR^−^ luminal cells experienced a burst of fast proliferation during the first 1–2 weeks post induction (Fig. 3f,g; Supplementary Fig. 4b,f; Supplementary Table 3), but after this brief period, their proliferation rates decreased back to normal levels that were similar to wild-type luminal cells (Fig. 3f,h; Supplementary Fig. 4c,f; Supplementary Table 3). Such initial over-proliferation explains the origin of the observed condensed AR^−^ luminal cell clusters, and its transient nature agrees with our lineage-tracing data, which showed that from 2 weeks post induction onwards, the ratio of AR^−^ or YFP^+^ luminal cells did not increase through time (Fig. 3i; Supplementary Table 3). Notably, no difference in overall basal cell proliferation was observed during the tracing period (Supplementary Fig. 5).

To further characterize the AR^−^ luminal cells morphologically, we performed staining with different cell markers. AR^−^ luminal cells retained some luminal features, as they showed enhanced CK18 expression compared with wild-type ones, and no detectable CK5 expression (Fig. 3j). Interestingly, both IF and IHC staining using two different antibodies showed that expression of another basal marker p63 was enhanced in the cytoplasm of AR^−^ luminal cells (Fig. 3k), suggesting they may resemble intermediate cells. Furthermore, Nkx3.1 expression in these cells was abolished (Supplementary Fig. 4d), suggesting it is a downstream target gene of cell-autonomous AR^24^,^25^. αPKC, a polarity marker that is normally expressed on the apical side of luminal cells, and E-Cadherin, which is normally expressed on the lateral sides^39^, were both highly expressed all around the surface of AR^−^ luminal cells compared with adjacent wild-type counterparts (Supplementary Fig. 4e), indicating a disruption of normal cell polarity.

### Gene expression profiling analyses of AR^−^ luminal cells

Next, we performed RNA-seq analysis of wild type and AR^−^ luminal cells to compare their gene expression profiles. We isolated wild-type and AR^−^ luminal cells by flow-sorting of YFP^+^ cells from *Nkx3.1*^*CreERT2/+*^*; R26R-YFP/+* (denoted Lum^YFP^, control) and Lum^YFP,AR−^ (experimental) mice 1 month after induction, respectively (Supplementary Fig. 6a). Cytospin analysis of flow-sorted cells showed that 97.6% of YFP^+^ cells from the experimental mice were AR^−^, while 99.1% of YFP^+^ cells from the control mice were AR^+^ (Supplementary Fig. 6b). RNA-seq was performed for eight control and four experimental samples (all were biological replicates). 

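The transcriptomes compared here are those of YFP+ luminal cells sorted 1 month after tamoxifen, given at 9 mg per 40 g body weight on each of 4 days. The 8 libraries of wild-type cells held 6762857 to 9039103 counts assigned to genes, with a median of 8497000. The 4 libraries of AR- cells held 5955122 to 9451343 counts. Mean totals did not differ detectably (exact permutation test over all 495 choices of 4 libraries from 12, two-sided p = 0.915). Fewer genes had at least 1 count in AR- libraries, 12039 ± 457 (SD, n = 4) against 12966 ± 266 (SD, n = 8; exact permutation p = 0.00202, the smallest these libraries allow). Rn45s, the precursor of ribosomal RNA, took 45.1 ± 2.34% of the counts in wild-type libraries (SD, n = 8) and 25.5 ± 6.32% in AR- libraries (SD, n = 4). Replicates of AR- cells differed more from each other than those of wild-type cells. Among genes with a mean of at least 50 CPM (counts scaled to library size and normalized by TMM), the median coefficient of variation was 36.9% between AR- libraries and 13.8% between wild-type libraries. Counting error alone would give 3.24% and 3.84%.
The authors aligned the reads to the mouse genome mm9 with TopHat, and the values in the paper are FPKM from Cufflinks. The deposited values are whole-number counts for 23284 genes, named by symbol. The program that counted the reads, its annotation and its use of strand are not named in the text at hand, so a gene and an antisense partner cannot be told apart. Genes are given without coordinates because an mm9 annotation was not used here. After edgeR's filter on low counts, 11651 genes were normalized by TMM and tested with edgeR's quasi-likelihood test. A gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.1 and a fold change over 2, the thresholds of the paper. A gene list is called at an adjusted p under 0.05 from camera, which tests whether the genes of a list move relative to all others. The 22 gene lists and the rule for naming genes were fixed before the data were examined, but after the paper's text and supplementary tables were read. Those report results on the same libraries, so the lists on subjects of the paper are not independent of these data. The library codes in the files come from different series in the 2 genotypes, so an effect of library batch and one of genotype cannot be told apart.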

Principal components analysis (PCA) and unsupervised hierarchical clustering analysis demonstrated that the independent samples within each group were consistent and that the control and experimental groups were well separated (Fig. 4a,b). 

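The AR- and wild-type libraries lay apart on the first principal component, which held 34.4% of the variance of 10732 genes. The AR- libraries lay far from each other on the second, which held 18.8%. Scores on the first component were 81.6 ± 13.7 for AR- cells (SD, n = 4) and -40.8 ± 3.88 for wild-type cells (SD, n = 8). On the second component the wild-type libraries spanned 0.88 to 3.75, whereas AR- replicate 1 scored -105.5 and AR- replicate 4 scored 103.8. Across genes, which are not independent replicates, the median Pearson correlation was 0.931 for pairs of wild-type libraries, 0.726 for pairs of AR- libraries and 0.659 for mixed pairs. The components were computed on z-scaled log2(CPM + 1) of genes with at least 10 CPM in any library, without the 100 genes of highest mean. In average linkage clustering on Pearson correlation of the log2 values, a tree divided into 2 set AR- replicate 4 apart from the other 11 libraries. Without that library, or with TMM-normalized values, log2(CPM + 5) or a minimum of 1 CPM, the branches held the 2 genotypes with 0 libraries out of place.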

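In AR- luminal cells, 2080 of the genes tested were higher and 1353 were lower than in wild-type luminal cells (edgeR's quasi-likelihood test). Of the lower genes, 78 had 0 counts in every AR- library and 388 had 0 counts in some. Of the higher genes, 12 had 0 counts in every wild-type library. The cause of the zeros was not tested. The largest rises were taken among called genes whose libraries did not overlap between the groups and with a mean of at least 20 CPM in the higher group. Rgs5, a marker of pericytes, had 0 counts in all 8 wild-type libraries and 56.9 ± 30.6 CPM in AR- cells (SD, n = 4), at least 1142-fold higher against 3 counts over the wild-type group. Pecam1, an adhesion molecule of endothelial cells, rose from 0.577 ± 0.497 CPM (SD, n = 8) to 190.3 ± 65.0 CPM (SD, n = 4), a log2 fold change of 8.30 (standard error 0.43, adjusted p = 1.31e-09 from edgeR). Cdh5, S1pr1, Selp and Cd36, which endothelial cells also express, had log2 fold changes of 8.33, 8.52, 9.19 and 9.23. Among wild-type libraries, Selp had counts in replicate 8 alone and Cd36 in replicate 3 alone, so the size of each value depends on that library. Cdh3, the gene of P-cadherin, Ebf3 and Gm15698 had log2 fold changes of 8.01, 8.70 and 9.80. Gm15698 rested largely on AR- replicate 1, at 181 CPM against 5.10 to 23.9 CPM in the other AR- libraries, and had wild-type counts in replicate 7 alone. Gm5886 had 0 counts in every wild-type library and was at least 1028-fold higher against 3 counts over the group. Reads of the predicted genes Gm15698, Gm5886 and Gm5547 may be shared with related copies, and their values are uncertain. By the same rule the largest falls were in Dnase1l2, a deoxyribonuclease, at -6.97, Kcnk3, a potassium channel, at -4.97, Muc19, a mucin, at -4.68 and Chpf2 at -4.59. Dnase1l2 had counts in AR- replicate 2 alone, and without that library its fitted value was -11.60. 2310039H08Rik, Pycr2, Lrrc52, Slc10a5, Chrm1 and Prrg2 had log2 fold changes between -4.43 and -3.93. Of the first genes of Supplementary Data 1 and 2, whose values in the paper had been seen, Aqp1, Adamts1 and Ahnak had log2 fold changes of 7.69, 5.61 and 4.52, and 9530002B09Rik and Ndnl2 ones of -3.80 and -4.43. Abhd1 and Gm5547 had 0 counts in every AR- library, at least 17.9-fold and 89.8-fold lower against 3 counts over the AR- group. Abhd1 was not called by limma-voom (adjusted p = 0.143).
Of the 1654 genes in the paper's Supplementary Data 1, 1483 were tested here, and 1428 of them were called higher and 0 lower by edgeR. Of the 1452 genes in the paper's Supplementary Data 2, 1411 were tested, and 900 were called lower and 0 higher. At an unadjusted p under 0.05 in edgeR, and by DESeq2 and limma-voom, 0 genes of either table passed in the opposite direction. By sign alone, 1482 of the 1483 and 1406 of the 1411 tested genes went the same way as in the paper. The study chose both tables by direction on these libraries, so this agreement is not independent evidence. The balance of rises and falls depended on the scaling. TMM gave 60.6% of the calls to rises, with a median log2 fold change of 0.08 over all genes. Upper-quartile normalization gave 46.8% (1661 higher, 1888 lower, median -0.18), and library size alone gave 81.2% (3309 higher, 765 lower, median 0.56). With limma on log2(RPKM + 1), 1650 genes were higher and 421 lower. With limma-voom and sample quality weights, 1524 were higher and 691 lower. In counts simulated with the unequal spread of the 2 groups and no gene changed, edgeR called 265 of 11425 genes and camera called 3 lists. Genes were simulated independently, so correlation between the genes of a list was left out.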

A total of 1,654 genes were upregulated and 1,452 genes were downregulated in AR^−^ luminal cells compared with the wild-type control (Fig. 4c; Supplementary Data 1,2; false discovery rate (FDR) <0.1, and fold change >2). As expected, both RNA-seq data and our quantitative real-time PCR results showed that the AR target gene *Nkx3.1* was downregulated in AR^−^ luminal cells (Fig. 4d; Supplementary Fig. 6c). 

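Nkx3-1, the gene of the homeobox protein Nkx3.1, fell from 931 ± 95.7 CPM in wild-type luminal cells (SD, n = 8) to 346 ± 134 CPM in AR- luminal cells (SD, n = 4). This is a log2 fold change of -1.43 (standard error 0.19, adjusted p = 2.54e-05 from edgeR's quasi-likelihood test). Every AR- library lay below every wild-type library (exact permutation test, two-sided p = 0.00202). Scaled by library size alone, the log2 fold change was -0.95, which is under 2-fold. Ar was at 65.6 ± 9.67 CPM in wild-type and 55.5 ± 15.7 CPM in AR- cells (log2 fold change -0.24, adjusted p = 0.42 from edgeR). The counts cover the whole gene, whereas the deletion removes part of it, so they do not check the deletion. Of 24 androgen-regulated prostate genes, 10 were lower, 6 were higher and 8 were not called, of which 0 rose and 3 fell by less than 2-fold at an adjusted p under 0.1 from edgeR (7 higher and 11 lower when adjusted over the list alone). Sbp fell from 43963 ± 4271 to 11663 ± 1352 CPM, and Spink3, a protease inhibitor, from 17627 ± 1969 to 3958 ± 894 CPM. Pbsn, the gene of probasin, and Msmb had log2 fold changes of -1.60 and -1.91. The rises were in Sgk1, Steap2, Acsl3, Steap4, Pmepa1 and Ndrg1, with log2 fold changes from 1.05 to 6.26. The mean of the list was 0.02 while its median was -0.71. The list was called lower (adjusted p = 0.0378 from camera, limma), but not with an estimated correlation between its genes (adjusted p = 0.111) or with library size alone (adjusted p = 0.0785). Without wild-type replicate 8 and without AR- replicate 1 its adjusted p from camera was 0.0533 and 0.0612. Klk1 and Klk1b5, kallikrein genes of Fig. 4d, had log2 fold changes of 7.20 and 4.34, and mouse kallikreins are so alike that reads may be split between them. Klk1b5 was at 0.153 ± 0.378 and 3.47 ± 3.02 CPM, and without wild-type replicate 1 its log2 fold change was 6.66. Srd5a2, a steroid reductase of the same panel, was below the count filter, at 0.293 ± 0.424 and 11.9 ± 16.9 CPM.
Of 25 genes of the secretory pathway and unfolded protein response, 11 were lower, 0 were higher and 14 were not called, of which 0 rose and 10 fell by less than 2-fold at an adjusted p under 0.1 from edgeR (0 higher and 11 lower when adjusted over the list alone), with a median log2 fold change of -0.88 (adjusted p = 2.23e-06 from camera; 0.0165 with an estimated correlation). At an unadjusted p under 0.05 in edgeR, 0 members were higher, and DESeq2 and limma-voom called 0 and 0 higher. Pdia6, a protein disulfide isomerase, fell from 690.5 ± 28.5 to 211 ± 34.5 CPM. Sec61a1 of the translocon and Herpud1 had log2 fold changes of -1.21 and -1.30, which were -0.76 and -0.81 with library size alone. After a correction for transcript length and GC content that was chosen after seeing the data, they were -0.78 and -0.67. Sdf2l1 was at -1.66, and at -0.75 after that correction. In the same libraries the CPM summed over the list rose from 12.3 to 731 for endothelial markers, from 3217 to 12377 for immediate early and dissociation response genes and from 402 to 25120.3 for seminal vesicle secretion genes (means of 8 and 4 libraries).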

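Basal epithelial genes were higher in AR- luminal cells, whereas most genes shared by luminal or all epithelial cells were not called. All 14 measured basal markers were called higher (14 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 4.87 (adjusted p = 4.25e-12 from camera, limma; 0.00121 with an estimated correlation). At an unadjusted p under 0.05 in edgeR, 0 members were lower, and DESeq2 and limma-voom called 0 and 0 lower. The median was the same with Dsc3, which had a group at 0 counts, set at its bound. Krt14, a basal keratin, rose from 0.706 ± 0.777 CPM (SD, n = 8) to 129 ± 48.4 CPM (SD, n = 4), a log2 fold change of 7.47 (standard error 0.51, adjusted p = 2.22e-08 from edgeR's quasi-likelihood test). Trp63, the gene of p63, rose from 1.21 ± 1.38 to 99.6 ± 15.2 CPM, and Krt5, the partner keratin of Krt14, from 1.23 ± 1.58 to 132 ± 88.2 CPM. Their log2 fold changes were 6.33 and 6.73 (standard errors 0.64 and 0.76). Itga6, Lamc2 and Tacstd2 had log2 fold changes of 1.67, 1.84 and 3.93. Dst was at 1.53, and at 0.30 after the correction for length and GC content. The luminal keratin Krt8 was at 87.5 ± 10.0 CPM in wild-type and 96.0 ± 17.3 CPM in AR- cells, a log2 fold change of 0.13 (standard error 0.17, adjusted p = 0.585 from edgeR). Krt18 was at 318 ± 32.3 and 288 ± 74.6 CPM, a log2 fold change of -0.14 (standard error 0.15, adjusted p = 0.525 from edgeR). Cdh1, the gene of E-cadherin, was at 519 ± 48.5 and 808 ± 42.6 CPM, a log2 fold change of 0.64 (standard error 0.10, adjusted p = 1.42e-04 from edgeR). This difference was larger than the spread between libraries but under 2-fold, and it passed 2-fold with library size alone (1.11). Of 22 luminal and pan-epithelial markers, 2 were higher, 1 was lower and 19 were not called, of which 4 rose and 4 fell by less than 2-fold at an adjusted p under 0.1 from edgeR (2 higher and 1 lower when adjusted over the list alone), with a median of 0.00214 (adjusted p = 0.745 from camera). Cldn4, a tight junction claudin, rose from 160.0 ± 46.2 to 1558 ± 407 CPM, and Hoxb13, a prostate homeobox gene, fell from 124 ± 18.2 to 32.1 ± 7.13 CPM. Krt7 was called higher at 3.77, but without AR- replicate 1 its log2 fold change was 2.05 (adjusted p = 0.244 from edgeR). Of 11 markers of proximal or progenitor-like luminal cells, 7 were higher and 0 lower (7 higher and 0 lower when adjusted over the list alone), with a median of 2.32 (adjusted p = 0.00932 from camera, but adjusted p = 0.111 with an estimated correlation). DESeq2 called 0 and limma-voom 1 members lower, and edgeR had 2 lower at an unadjusted p under 0.05. Ly6a, the gene of Sca-1, rose from 14.9 ± 5.17 to 171 ± 54.5 CPM and Clu, the gene of clusterin, from 101 ± 66.0 to 428 ± 62.6 CPM. The paper's sort of basal and luminal cells took basal cells as positive for Sca-1, so Ly6a is not particular to luminal cells. Among the members called higher, Tacstd2 is also in the basal list and Krt7 in the luminal and pan-epithelial list. Krt4 was at 2.32, and at 1.47 without AR- replicate 3 (adjusted p = 0.106 from edgeR). In the same libraries, 48 of 51 markers of endothelial cells, fibroblasts, smooth muscle and leukocytes were called higher.

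**Figure D1:**
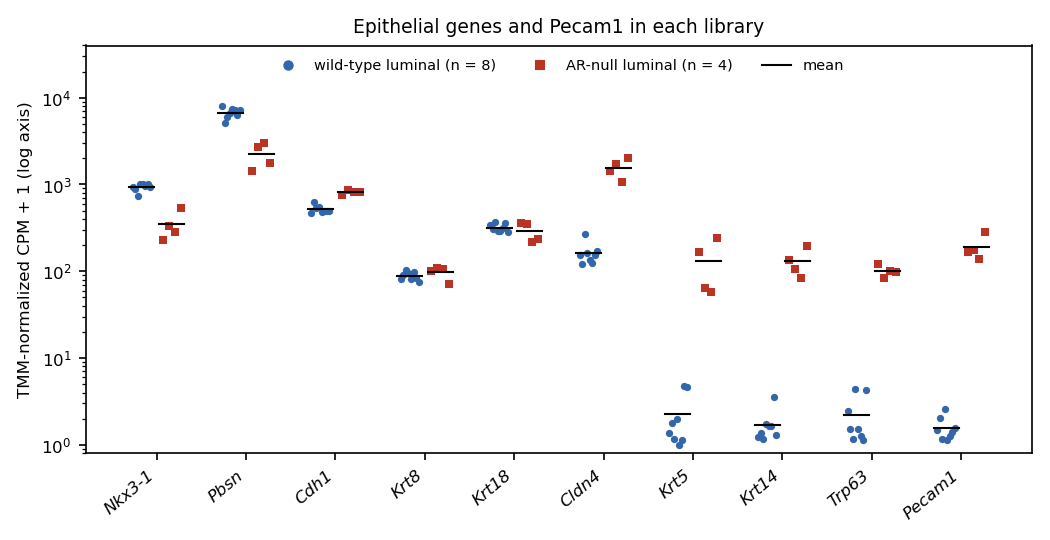
TMM-normalized CPM plus 1 of 9 epithelial genes and the endothelial gene Pecam1 on a log axis, with 1 point per library for 8 wild-type and 4 AR- samples and a line at each mean. Krt5, Krt14, Trp63 and Pecam1 lie near the bottom of the axis in wild-type cells and far above it in AR- cells, while the points of Krt8 and Krt18 overlap between the groups.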

Notably, both basal and luminal epithelial cell marker genes (*cdh1*, *trp63*, *krt8*, *krt14*, *krt18*) were upregulated (Fig. 4d; Supplementary Fig. 6c), indicating AR^−^ luminal cells may have molecular features of intermediate cells. Furthermore, genes involved in cell proliferation (*mki67*, *ccnd1*, *ccnd3*, *myc*, *cdk4*, *cdkn1a*) showed mixed or insignificant expression level changes (Fig. 4d; Supplementary Fig. 6c), consistent with our finding that AR^−^ luminal cells at this stage are transitioning away from a hyper-proliferative state. 

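The proliferation genes of Fig. 4d did not move one way. Mki67, a marker of cycling cells, was at 14.4 ± 12.0 CPM in wild-type cells (SD, n = 8) and 15.2 ± 9.56 CPM in AR- cells (SD, n = 4), a log2 fold change of 0.08 (standard error 0.64, adjusted p = 0.94 from edgeR's quasi-likelihood test). Ccnd1, the gene of cyclin D1, rose from 60.8 ± 8.24 to 157 ± 33.5 CPM, and Cdkn1a, the gene of the cell cycle inhibitor p21, from 25.7 ± 4.14 to 117 ± 53.1 CPM. Myc rose from 88.5 ± 16.2 to 202 ± 72.5 CPM (log2 fold change 1.19), and its log2 fold change was under 2-fold without AR- replicate 4 (0.94) and with upper-quartile normalization (0.92). Ccnd3, the gene of cyclin D3, fell from 27.1 ± 4.45 to 8.02 ± 3.11 CPM. Cdk4, the kinase that D cyclins bind, fell from 33.3 ± 7.11 to 13.1 ± 9.65 CPM (log2 fold change -1.35, standard error 0.41, adjusted p = 0.0192 from edgeR). Cdk4 was no longer called with library size alone (log2 fold change -0.87), with limma-voom and quality weights (adjusted p = 0.132) or after the correction for length and GC content (-0.80). For each of these genes apart from Mki67, all 4 AR- libraries lay on one side of all 8 wild-type libraries (exact permutation test, two-sided p = 0.00202, the smallest these libraries allow). Of 16 cell cycle genes, 1 was lower, 0 were higher and 15 were not called (0 higher and 0 lower when adjusted over the list alone). At an unadjusted p under 0.05 in edgeR, 0 were higher, and DESeq2 and limma-voom called 0 and 0 higher. The list had a median log2 fold change of 0.35, a mean of -0.02 and, in the direction of a fall, an adjusted p of 0.745 from camera, limma. The gene called was Mcm5, a replication helicase subunit, at 1.35 ± 1.32 and 0.0469 ± 0.0937 CPM, and limma-voom did not call it (adjusted p = 0.44). Top2a had a log2 fold change of -1.10 (adjusted p = 0.192 from edgeR), which was -1.81 without AR- replicate 1 (adjusted p = 0.04 from edgeR).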

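Genes of the basement membrane, of focal adhesions and of TGF-β signalling were higher in AR- luminal cells. Of 19 basement membrane genes, 16 were higher and 0 lower (16 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 3.44 (adjusted p = 1.23e-10 from camera, limma; 3.30e-04 with an estimated correlation). Counts of lower members were 0 at an unadjusted p under 0.05 in edgeR, 0 in DESeq2 and 0 in limma-voom. Lamc1, a laminin chain, rose from 41.3 ± 7.10 CPM (SD, n = 8) to 206 ± 53.9 CPM (SD, n = 4), and Nid1, which links laminin to collagen IV, from 16.5 ± 7.20 to 135 ± 9.77 CPM. Col4a2, Hspg2 and Lamc3 had log2 fold changes of 5.26, 3.71 and 4.18. Of 27 focal adhesion genes, 11 were higher, 0 were lower and 16 were not called, of which 6 rose and 1 fell by less than 2-fold at an adjusted p under 0.1 from edgeR (11 higher and 0 lower when adjusted over the list alone), with a median of 0.96 (adjusted p = 1.06e-06 from camera; 0.0116 with an estimated correlation). Of them, 1 was lower at an unadjusted p under 0.05 in edgeR, and DESeq2 and limma-voom called 0 lower. Itgb1, the β1 integrin, rose from 113 ± 9.98 to 418 ± 50.2 CPM, and Itgav, Itga2, Rock2 and Flna, the gene of filamin A, had log2 fold changes of 1.82, 5.93, 1.79 and 4.62. Dock1 and Pik3r1 of Fig. 4d had log2 fold changes of 1.22 and 1.13, which were 0.94 and 0.87 with upper-quartile normalization and 0.80 and 0.69 after the correction for length and GC content. Without AR- replicate 2 the value of Pik3r1 was 0.96. Npnt, an integrin ligand, was at 5.04, and at 3.02 without AR- replicate 1. Chad, a matrix protein, was at 23.4 ± 6.70 and 4.85 ± 6.64 CPM (adjusted p = 0.105 from edgeR), but other settings called it lower. Its adjusted p was 0.0348 from DESeq2, 0.0857 from limma-voom and 0.00644 from limma on log2(RPKM + 1). From edgeR it was 0.0766 with upper-quartile normalization, 0.0888 with no filter, 0.0904 with thinned counts, and 0.0201 and 0.0994 without AR- replicates 3 and 4 in turn. Itga4 was below the count filter, at 0.22 ± 0.484 and 0.499 ± 0.707 CPM. Of 30 TGF-β pathway genes, 23 were higher and 0 lower (23 higher and 0 lower when adjusted over the list alone), with a median of 2.05 (adjusted p = 1.23e-10 from camera; 3.30e-04 with an estimated correlation). DESeq2 called 0 and limma-voom 0 members lower, and edgeR had 0 lower at an unadjusted p under 0.05. Thbs1 rose from 17.6 ± 9.88 to 865 ± 270.0 CPM, and Smurf2, Ski and Skil had log2 fold changes of 1.62, 2.24 and 2.37. Smad3 and Smad4 were not called, at -0.22 and -0.35. RNA levels of the members do not measure the activity of the pathway. Of 25 MAPK pathway genes, 9 were higher, 2 were lower and 14 were not called, of which 4 rose and 1 fell by less than 2-fold at an adjusted p under 0.1 from edgeR (9 higher and 2 lower when adjusted over the list alone), with a median of 0.78 (adjusted p = 0.0133 from camera, but adjusted p = 0.0887 with an estimated correlation). Egfr rose from 17.7 ± 2.38 to 134 ± 31.9 CPM and Araf had a log2 fold change of -2.18. Sos2 was at 1.18 and Mapk9 at -1.22, which were 0.92 with upper-quartile normalization and -0.75 with library size alone. After the correction for length and GC content Sos2 was at 0.90.
Markers of other cell types rose in the same libraries. By edgeR, all 12 endothelial markers and all 11 smooth muscle and pericyte markers were called higher, as were 16 of 18 fibroblast and 9 of 10 leukocyte markers. Adjusted over each list alone, 10 leukocyte markers were higher, and the other 3 counts were the same. The median log2 fold changes of the 4 lists, in that order, were 6.10, 4.12, 2.79 and 3.64 (adjusted p = 1.23e-10, 4.86e-08, 1.35e-10 and 7.71e-06 from camera; 0.0029, 0.00355, 0.00284 and 0.0116 with an estimated correlation). No median changed with Rgs5 set at its bound. Of the 51 markers 0 were called lower by edgeR, DESeq2 or limma-voom, and 1, the fibroblast marker Col6a3, was lower at an unadjusted p under 0.05 in edgeR. Col6a3 fell by less than 2-fold, from 439 ± 32.1 CPM in wild-type cells (SD, n = 8) to 235 ± 57.8 CPM in AR- cells (SD, n = 4). Its log2 fold change was -0.90 (adjusted p = 1.97e-04 from edgeR). The fibroblast list holds Col1a1, Col3a1, Pdgfra and Tnxb, which Fig. 4d shows among signalling genes and which had log2 fold changes of 2.97, 2.54, 3.41 and 3.51. The pathway genes of Supplementary Data 3 were chosen by the study on these libraries, so their rise is not independent evidence. Among the listed genes tested here, edgeR called 38 of 39 higher in ECM-receptor interaction, 27 of 27 in TGF-beta signaling, 27 of 27 in small cell lung cancer, 31 of 33 in chemokine signaling, 19 of 19 in hematopoietic cell lineage and 10 of 10 in prion diseases. In the copy at hand 4 lists are incomplete, and of their listed part 54 of 58 genes of focal adhesion, 56 of 58 of pathways in cancer, 47 of 49 of MAPK signaling and 43 of 45 of cytokine-cytokine receptor interaction were higher. By edgeR, also at an unadjusted p under 0.05, by DESeq2 and by limma-voom, 0 listed genes of these pathways were lower.

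**Figure D2:**
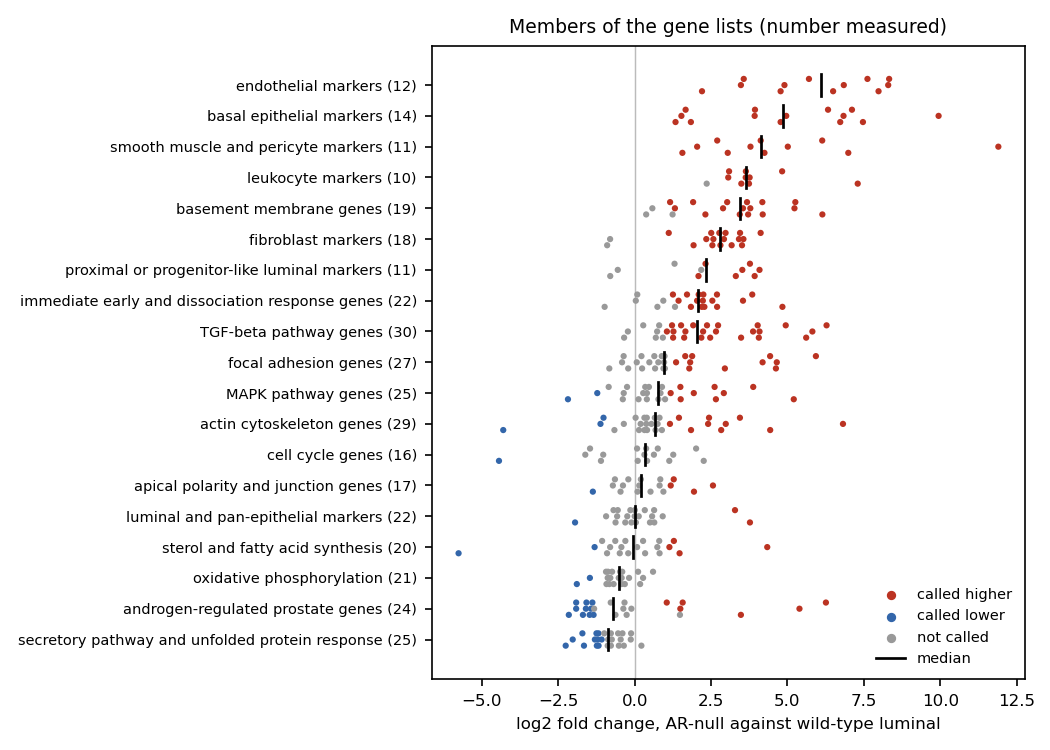
Log2 fold changes of the measured members of 19 gene lists in AR- against wild-type luminal cells, with 1 point per gene, colored by whether it was called, and a bar at the median of each list. The endothelial list has the highest median and the secretory pathway list the lowest.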

DAVID GO analysis^40^ identified 12 enriched molecular pathways in AR^−^ luminal cells (FDR <0.1; Supplementary Data 3), with the most notable ones implicated in cell-matrix adhesions, MAPK and TGF-β signalling pathways, prostate cancer and cytoskeleton regulation (Fig. 4e). Collectively, these data suggest that AR^−^ luminal cells are primarily altered in cell morphology, and share some molecular signatures with prostate cancer cells.

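Of 29 actin cytoskeleton genes, 10 were higher, 3 were lower and 16 were not called, of which 6 rose and 0 fell by less than 2-fold at an adjusted p under 0.1 from edgeR (10 higher and 3 lower when adjusted over the list alone), with a median log2 fold change of 0.66 (adjusted p = 3.00e-05 from camera, limma; 0.00508 with an estimated correlation). Gsn, the gene of the actin-severing protein gelsolin, rose from 111 ± 21.1 CPM in wild-type cells (SD, n = 8) to 788 ± 66.7 CPM in AR- cells (SD, n = 4), a log2 fold change of 2.83 (standard error 0.15, adjusted p = 1.43e-09 from edgeR's quasi-likelihood test). Tpm1, a tropomyosin, rose from 81.8 ± 12.7 to 442 ± 48.7 CPM. Iqgap1, a scaffold of actin and cadherin signalling, rose from 111 ± 10.7 to 304 ± 28.7 CPM, and after the correction for length and GC content its log2 fold change was 0.99. Pfn1, the gene of profilin, was at 187 ± 20.8 and 86.0 ± 31.7 CPM. Its log2 fold change of -1.12 was -0.99 without AR- replicate 2, -0.63 with library size alone and -0.24 after the correction for length and GC content (adjusted p = 0.424 from edgeR). Vim and Tpm2, which fibroblasts or smooth muscle cells express strongly, had log2 fold changes of 3.44 and 6.82. In the same libraries the CPM summed over the list rose from 32.6 to 456 for smooth muscle and pericyte markers and from 1382 to 3497 for fibroblast markers (means of 8 and 4 libraries). Of 17 genes of apical polarity and junctions, 4 were higher, 1 was lower and 12 were not called, of which 3 rose and 1 fell by less than 2-fold at an adjusted p under 0.1 from edgeR (4 higher and 1 lower when adjusted over the list alone), with a median of 0.20 (adjusted p = 0.32 from camera). Tjp2 and Cgn of the tight junction had log2 fold changes of 2.56 and 1.28. Llgl2, a lateral polarity gene, was at -1.37, and at -0.86 with library size alone. Marveld2 was called higher at 1.18, but without AR- replicate 4 its log2 fold change was 0.27 (adjusted p = 0.559 from edgeR). Of the pathway genes that the study chose on these libraries, 37 of 40 tested under regulation of actin cytoskeleton and 23 of 24 under prostate cancer were called higher. From the RNA-seq data, which include the marker genes, the mixed changes of proliferation genes and the enriched pathways, the paper proposes that AR- luminal cells are altered mainly in morphology and have molecular signatures in common with prostate cancer cells.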

### Luminal cell-autonomous AR is dispensable for regeneration

Classic tissue recombination experiments showed that during organogenesis AR^+^ mesenchyme cells could promote AR^−^ epithelial cells to grow and generate prostate tissues through paracrine signals^4^,^5^,^6^. However, whether luminal cell-autonomous AR is required for adult prostate regeneration remains unknown. To test this, we induced AR^−^ luminal cells in 8-week old hormonal-intact Lum^YFP,AR−^ mice, and then lineage-traced them in the processes of castration and androgen re-administration (Fig. 5a). We found that, after castration, almost all of the YFP^+^ cells (97.8%, *n*=529/541, three animals analysed) in the regressed prostate were AR^−^, whereas the unmarked luminal cells showed diffusive AR staining, which would be expected in the absence of androgen (Fig. 5b; Supplementary Fig. 7a). These YFP^+^ cells remained strictly luminal as revealed by CK5 and CK18 staining (Fig. 5c; Supplementary Fig. 7a, right panel). Importantly, the percentage of luminal cells that were YFP^+^ or AR^−^ did not change before and after castration (Fig. 5f; Supplementary Table 4), indicating that AR-expression levels in luminal cells do not affect the susceptibility/resistance of these cells to androgen deprivation. BrdU incorporation assay was performed for 12 days following testosterone pump implantation (Fig. 5a), and we detected robust proliferation in both YFP^+^AR^−^ and YFP^−^AR^+^ luminal cells (Fig. 5d; Supplementary Fig. 7b), with rates being similar between the two populations (Fig. 5e; Supplementary Table 4). Ki67 staining performed at 4 days after pump implantation also confirmed this result (Supplementary Fig. 8). Notably, in the fully regenerated prostate, the percentage of YFP^+^ or AR^−^ luminal cells remained unchanged (Fig. 5f; Supplementary Fig. 7d; Supplementary Table 4), and they showed the ‘compaction' phenotype (Fig. 5g; Supplementary Fig. 7c). These data demonstrate that cell-autonomous AR is dispensable for average regressed luminal cells to regenerate. Although the data do not directly prove the case, they strongly support the hypothesis that androgen acts on stromal AR to mediate adult luminal cell regeneration through paracrine signals.

### AR is selectively required for CARN stem cell activities

In the regressed prostate, rare castration-resistant *Nkx3.1*-expressing cells (CARNs) were shown to be a type of stem cell that can produce luminal and, to a lesser extent, basal cells during prostate regeneration^23^. To determine the uniqueness of CARNs in prostate regeneration compared with average regressed luminal cells, we next investigated whether their stem cell activities are dependent on AR. Lum^YFP,AR−^ mice were first castrated at 8 weeks of age and then induced 4 weeks later to mark CARNs and simultaneously delete AR in them (Fig. 6a). Consistent with the study of wild-type CARNs^23^, we found that, in the regressed prostate, 1.0% of the luminal cells (*n*=74/7,786, three animals analysed) were marked by YFP (Fig. 6b). Most of these YFP^+^ cells (82.4%, *n*=61/74, three animals analysed) were AR^−^ (Fig. 6b), suggesting deletion of AR in CARNs was efficient and did not affect their survival. AR^−^ CARNs did not express *Nkx3.1* (Supplementary Fig. 9a), indicating cell-autonomous AR directly activates *Nkx3.1* expression in normal CARNs. Upon completion of prostate regeneration, we detected isolated single YFP^+^AR^−^ cells (Fig. 6c). YFP^+^ cell clusters (defined as >3 adjacent cells) in the regenerated prostate were rare, in contrast to results obtained from wild-type CARNs in Lum^YFP^ mice (Fig. 6d; Supplementary Table 5). Notably, the cells in those rare clusters were AR^+^ (Fig. 6e), suggesting that they were derived from wild-type CARNs that escaped AR deletion. The same phenotypes were also observed after two rounds of regression–regeneration (Fig. 6f). Surprisingly, the failure of AR^−^ CARNs to produce cell clusters was not due to a defect in CARN cell proliferation, because we found that AR^+^ and AR^−^ CARNs had similar proliferation rates as measured by a BrdU incorporation assay during regeneration (Fig. 6a) as well as Ki67 staining at 3 days post pump implantation (Fig. 6g–i; Supplementary Fig. 9b,c; Supplementary Table 5). Instead, we detected fragmented nuclei and positive-cleaved Caspase3 signals in adjacent YFP^+^ cells (Fig. 6j), suggesting that the daughter cells of AR^−^ CARNs were apoptotic. These data demonstrate that CARNs selectively require cell-autonomous AR functions to produce viable luminal cells during prostate regeneration, a unique feature that distinguishes them from average luminal cells in the regressed prostate.

To corroborate the above *in vivo* findings, we also investigated the role of cell-autonomous AR in CARNs using the organoid technique. Lineage-marked CARNs were flow-sorted from castrated and induced Lum^YFP,AR−^ mice based on YFP fluorescence (Fig. 6a,k). Cytospin analysis of the sorted cells showed that 65.8% of them had AR deletion (*n*=356/541, Fig. 6k). Since CARNs are rare, 867 sorted cells were seeded in a well and organoid culture was performed using a standard serum-free protocol^36^. Ten days later, we found nine organoids that were homogeneously YFP positive (Fig. 6l). IF staining revealed that most cells in these organoids were CK18^+^ luminal (Fig. 6m). Importantly, nuclear AR expression was present in all the cells in eight organoids (Fig. 6m), suggesting they were derived from wild-type CARNs. On the basis of these numbers, we calculated the organoid formation efficiency from wild-type CARNs to be 2.7%, comparable to a previous study using a protocol containing serum^35^. The other organoid contained a mixture of AR^+^ and AR^−^ cells (Fig. 6n), indicating its origin from a doublet composed of one AR^+^ and one AR^−^ CARN cell. In a biological repeat experiment, we again did not observe any pure AR^−^ organoid formation. These data demonstrate that AR is also required for CARN stem cell activities in organoid culture.

### Pten loss overrides AR loss in both basal and luminal layers

Having shown the distinct roles of AR in different epithelial cell types in prostate homeostasis, we then explored its cell-type-specific function during cancer initiation. It was discovered that when tumour suppressor gene *Pten* is deleted, both basal and luminal cells can serve as cells of origin for prostate cancer^19^,^20^,^27^. We therefore tested whether AR loss affects tumour initiation from basal and luminal cells under this condition. *CK5-CreER*^*T2*^*; AR*^*flox/Y*^*; Pten*^*flox/flox*^*; R26R-YFP/+* (denoted Bas^AR−Pten−^) mice and *Nkx3.1*^*CreERT2/+*^*; AR*^*flox/Y*^*; Pten*^*flox/flox*^*; R26R-YFP/+* (denoted Lum^AR−Pten−^) mice were induced at 2 month of age and their prostates were analysed at later time points (Supplementary Fig. 10a). One month after induction, the Bas^AR−Pten−^ prostate had an overall normal histology with occasional small foci of hyperplasia. Soon after, Grade II prostatic intraepithelial neoplasia (PIN) lesions began to emerge and were frequent by 3 months after induction. At 6 months after induction, the Bas^AR−Pten−^ prostate contained overwhelmingly Grade IV PINs with cribriform pattern (Fig. 7a; Supplementary Fig. 10b). In comparison, we found that Lum^AR−Pten−^ tumours progressed much faster than Bas^AR−Pten−^ tumours, although their eventual high grade PINs were histologically indistinguishable (Fig. 7a; Supplementary Fig. 10b). These findings are highly analogous to the previous findings about basal- and luminal-origin tumours of *Pten* deletion alone^19^,^20^. IF staining revealed that most cells in 6-month Bas^AR−Pten−^ and Lum^AR−Pten−^ tumours were AR^−^ and phosphor-Akt^+^ (Fig. 7b,c), confirming rapid expansion of *AR*^−^*Pten*^−^ cells. Interestingly, *AR*^−^*Pten*^−^ basal cells behaved like *Pten*^−^ basal cells^19^,^20^ but not *AR*^−^ basal cells, as they readily differentiated into luminal-like cells with enhanced CK18 expression (Fig. 7d). As a result, both Bas^AR−Pten−^ and Lum^AR−Pten−^ tumours were characterized by luminal phenotypes with some cells showing CK5^+^CK18^+^ intermediate features (Fig. 7e). These results suggest that *Pten* deletion plays a dominant role in the *AR*^−^*Pten*^−^ double knockout tumours and can override AR-loss effects in both basal and luminal compartments.

Finally, we tested whether AR^−^ CARNs can serve as the cell of origin for prostate cancer. Lum^AR−Pten−^ mice were first castrated, and then induced and re-administered with androgen (Supplementary Fig. 11a). YFP^+^AR^−^ tumour cell clusters were readily detected in the regenerated prostate (Supplementary Fig. 11b). The PIN lesions looked similar to previously reported Pten^−^ CARN tumours^23^ (Supplementary Fig. 11d), as they expressed high levels of luminal marker CK18 and phosphor-Akt (Supplementary Fig. 11b,c). Therefore, *Pten* deletion can also override the requirement of AR in CARNs to transform these stem cells.

## Discussion

A plethora of studies utilizing both tissue recombination and conditional knockout approaches have established the pivotal role of stromal cell AR in instructing epithelial cell proliferation and differentiation in prostate development^4^,^5^,^6^,^7^,^8^,^9^,^10^. Here, we demonstrate that AR in adult prostate epithelial cells plays diverse roles in maintaining normal tissue structure, and is crucial for the differentiation capability of adult prostate stem cells in both basal and luminal layers *in vivo* (Fig. 8).

The present study differs from several previous studies of AR conditional knockout in the prostate. Using *Probasin-Cre* (*Pb-Cre*) lines to delete AR in the developing epithelium, three studies reported increased basal cell proliferation, but conflicting findings regarding luminal cell behaviours. These luminal phenotypes included formation of cell clusters and higher proliferation^14^, little apoptosis in the epithelium, but sloughing of luminal cells into the lumen^15^ and high levels of luminal apoptosis and lower proliferation^16^. The cause for these discrepancies is unknown. In our AR deletion experiments, we did not observe basal cell over-proliferation or luminal cell apoptosis/anoikis. One key distinction is that *Pb-Cre* lines become active in early postnatal development^41^, whereas the inducible basal and luminal CreER lines were activated by tamoxifen at the adult stage. Therefore, our data reflect homeostatic events in the mature organ, whereas previous studies likely captured developmental consequences of AR loss. As demonstrated previously for prostate basal cells, and stem cells in other organs such as the mammary gland^19^,^42^,^43^, cell behaviours including plasticity can be drastically different between developmental stage and adulthood. During postnatal development, when basal and intermediate cells are actively producing luminal cells^18^, AR loss in luminal cells at this stage might activate a compensatory mechanism to stimulate basal cell proliferation. Alternatively, AR may cell-autonomously repress proliferation of postnatal basal cells, as one study found higher basal cell proliferation when AR was deleted at an early stage by *CK5-Cre*^17^. Such repression by AR may no longer be needed in the adult basal cells, given that the mature prostate is relatively quiescent and that the plasticity of adult basal cells has become restricted.

Similarly, different timing of Cre activation may also contribute to the reported discrepancies of AR-loss effects on luminal cells. Moreover, characterization of the *Pb-Cre4* line has determined that its expression is not only in the epithelium, but also in stromal cells (ref. 41; and our unpublished observations). Therefore, the reported luminal apoptosis phenotypes may alternatively be attributed to *Pb-Cre4* leakage and a decrease in stromal AR, since AR conditional knockout in the prostate mesenchyme led to higher epithelial cell apoptosis^9^,^10^. Our data showing the dispensability of luminal cell-autonomous AR in their survival and regeneration further support the idea that androgen regulates luminal cell behaviours primarily in a non-cell-autonomous fashion. Instead, luminal cell-autonomous AR is important for maintaining normal luminal cell morphology, possibly through regulating cytoskeleton, cell adhesion and TGF-β signalling pathways, as indicated by our transcriptome analyses. One potential caveat of the *Nkx3.1*^*CreERT2*^ line is that the Cre knock-in disrupts the *Nkx3.1* gene, which orchestrates a transcriptional regulatory network important for prostate cell fate^44^. However, the *Nkx3.1-CreER*^*T2/+*^ mice that we were using were heterozygous and still expressed Nkx3.1 in luminal cells (Supplementary Figs 4d and 6c), and *Nkx3.1-/+* mice were shown to only have very mild phenotypes at old age^45^. Besides, without AR, *Nkx3.1* expression is down-regulated anyway. Therefore, we think this technicality is unlikely to affect our conclusions, although the possibility that *nkx3.1* heterozygosity somehow further altered AR^−^ luminal cell properties cannot be totally ruled out.

Interestingly, we find cell-autonomous AR to be essential for stem cell functions in both basal and luminal compartments, although the underlying mechanisms appear to be different. Androgen has been shown to promote basal to luminal cell differentiation in prostate spheres *in vitro*^37^,^46^ and in organogenesis^47^. Our data for the first time demonstrate the requirement of cell-autonomous AR in adult basal cells for their luminal differentiation *in vivo*. We speculate that rare adult BSCs preserve such a mechanism from postnatal basal cells so that they may step in to generate luminal cells in response to environmental cues such as injury^48^,^49^. The discovery of a selective AR requirement in luminal CARNs is intriguing. In the regressed prostate, CARNs can regenerate luminal cells (and basal cells to a lesser extent) upon androgen re-administration^23^. Later studies showed that, average regressed luminal cells, which are *Nkx3.1*-low/negative, also proliferate^19^ and contribute to luminal cell regeneration^20^,^22^. This raises the question as to whether CARNs are a functionally unique population or rare luminal cells that happen to retain the expression of *Nkx3.1*. Our data lend support to the former. We show that CARNs, unlike average luminal cells, are sensitive to cell-autonomous AR levels. Importantly, the survival and proliferation of AR^−^ CARNs are not affected, but their differentiated daughter cells are apoptotic. Programed cell death upon cell division was best illustrated in *C. elegans* neuroblast development, where asymmetric cell division usually generates a smaller daughter cell fated to die, through mechanisms involving EGL-1 and Snail-related proteins^50^,^51^. It is tempting to speculate that AR loss in CARNs may activate similar mechanisms. Future research will shed light on this, but our organoid culture data and the absence of apoptotic signal in Bas^YFP,AR−^ tissues suggest that AR is directly involved in BSC differentiation while its role in CARNs is relatively indirect.

Whether AR is tumour-suppressing or -promoting in prostate cancer is under heated debate^11^,^12^,^52^, and the answer is likely dependent on the specific cell type and progression stage. We found that, despite a transient (1–2 weeks) over-proliferation of AR^−^ luminal cells, their proliferation rates decreased back to normal thereafter, and AR^−^ cell clusters never expanded to colonize the tissue (Fig. 3), suggesting they were not tumorigenic. These data, which were obtained in adult animals, challenge the previous notion that epithelial AR plays a tumour suppressor role during early cancer initiation, since previous experiments were performed at the postnatal stage^15^,^52^. We acknowledge that in our experiments AR was deleted in ∼20% of all luminal cells. While this number is comparable to luminal marking efficiency in a previous study^18^, it is conceivable that the rest AR^+^ luminal cells can signal to AR^−^ ones and influence their behaviours. Should the AR deletion efficiency be higher, we might observe more prominent PIN-like clustered-cell phenotypes or even un-checked clonal growth. However, we think the later scenario is unlikely, since we did not notice difference with respect to individual cell morphology or proliferation rate between small and large AR^−^ luminal cell clusters. In future investigations, it will be important to determine whether paracrine signals from AR^+^ luminal cells or perhaps basal and stromal cells caused the over-proliferation of AR^−^ luminal cells to be transient, and whether cell competition exists between AR^−^ and AR^+^ populations. In any case, our luminal AR deletion context may be more physiologically relevant than a situation where deletion occurs ubiquitously (for example, using *Pb-Cre*), since the appearance of any AR^−^ luminal cells in human prostate should start from a small scale. Finally, our data of *AR Pten* double knockout in adult basal and luminal cells are consistent with a previous study showing the dispensability of epithelial AR in *Pten*-null tumour initiation^28^. Mechanistically, Pten loss was found to suppress AR transcriptional output^28^, thereby probably rendering cell-autonomous AR loss to be partially redundant. Indeed, while *Pten* undergoes copy number loss as a relatively early event in human prostate carcinogenesis^53^,^54^, mutations of the AR gene have recently been found exclusively in metastatic, castration-resistant human prostate cancer^55^, indicating that AR plays a more prominent role in later-stage cancer progression.

## Methods

### Mouse strains and genotyping

The *Nkx3.1*^*CreERT2/+*^ targeted allele^23^, *CK5-CreER*^*T2*^ transgenic line^29^, *AR*^*flox*^ allele^31^, *Pten*^*flox*^ allele^56^, *R26R-CAG-YFP* line^30^ and *R26R-YFP* line^57^ were described previously. Animals were maintained in C57BL/6N background. Genotyping was performed by PCR using tail genomic DNA, with the following primer sequences: *Nkx3.1* wild-type allele, 5′-CTCCGCTACCCTAAGCATCC-3′ and 5′-GACACTGTCATATTACTTGGACC-3′; *CreER*^*T2*^ allele, 5′-CAGATGGCGCGGCAACACC-3′ and 5′-GCGCGGTCTGGCAGTAAAAAC-3′; *AR*^*flox*^ allele, 5′-GTTGATACCTTAACCTCTGC-3′ and 5′-CTTCAGCGGCTCTTTTGAAG-3′; *Pten*^*flox*^ allele, 5′-ACTCAAGGCAGGGATGAGC-3′ and 5′-GTCATCTTCACTTAGCCATTGG-3′; *R26R-YFP* allele, 5′-GCGAAGAGTTTGTCCTCAACC-3′ (mutated forward), 5′-GGAGCGGGAGAAATGGATATG-3′ (wild-type forward) and 5′-AAAGTCGCTCTGAGTTGTTAT-3′ (wild-type and mutated reverse); *R26R-CAG-YFP* allele, 5′-AAGGGAGCTGCAGTGGAGTA-3′ (wild-type forward), 5′-CCGAAAATCTGTGGGAAGTC-3′ (wild-type reverse), 5′-ACATGGTCCTGCTGGAGTTC-3′ (mutated forward), 5′-GGCATTAAGCAGCGTATCC-3′ (mutated reverse).

### Mouse procedures and surgery

For tamoxifen induction, mice were administered 9 mg per 40 g body weight tamoxifen (Sigma) suspended in corn oil by oral gavage once daily for 4 consecutive days. Castration of adult male mice was performed using standard techniques, with the fully regressed state attained at 4 weeks after castration. For prostate regeneration, testosterone (Sigma) was dissolved at 25 mg ml^−1^ in 100% ethanol and diluted in PEG-400 to a final concentration of 7.5 mg ml^−1^. Testosterone was administered for 4 weeks at a rate of 1.875 μg h^−1^ delivered by subcutaneous implantation of mini-osmotic pumps (Alzet), which yields physiological levels of serum testosterone^58^. All animal experiments received approval from the Institutional Animal Care and Use Committee at UCSC. No statistical method was used to predetermine mouse sample size. The mouse experiments were not randomized.

### BrdU incorporation assay

BrdU (Sigma) was dissolved in PBS (10 mg ml^−1^) and administered by intraperitoneal injection twice daily (0.1 ml per dose) for 7 or 12 consecutive days during homeostasis or regeneration to label proliferating cells.

### Tissue collection and flow cytometry

For histological and IF analyses, individual prostate lobes were dissected and fixed in 4% paraformaldehyde for subsequent cryo-embedding in OCT compound (Sakura), or fixed in 10% formalin followed by paraffin embedding.

For flow cytometry, prostate tissues were dissected and minced to small clumps, followed by enzymatic dissociation with 0.2% collagenase I (Invitrogen) in DMEM media with 5% FBS for 3 h at 37 °C. Tissues were digested with 0.25% Trypsin-EDTA (StemCell Technologies) for 1 h at 4 °C, passed through 21- to 26-gauge syringes and filtered through a 40-μm cell strainer to obtain single-cell suspensions. Dissociated prostate cells were suspended in Hanks' Balanced Salt Solution Modified/2% FBS. ROCK inhibitor Y-27632 (StemCell Technologies) was added at 10 uM throughout the whole process to inhibit luminal cell death. Dead cells were excluded by propidium iodide staining and cell sorting was performed on a BD FACS Aria II instrument in the Flow Cytometry Shared Facility of UCSC. Antibodies used for sorting luminal and basal cells are listed in Supplementary Table 6.

### Prostate organoid culture

Flow-sorted YFP^+^ basal or CARN cells were washed with advanced DMEM/F12 (Life Technologies), and resuspended in 10 μl advanced DMEM/F12 and 30 μl Matrigel per well in the Nunc Lab-Tek II CC2 Chamber Slide System (Fisher). Chamber slide was put upside down in the 37 °C cell culture incubator for 15 min to let the matrigel solidify. Mouse prostate organoid culture medium was prepared according a previous protocol^36^. Briefly, the following components were added to advanced DMEM/F12 medium, B27 (50 × diluted), HEPES 1 M (100 × diluted), GlutaMAX (100 × diluted), Penicillin-streptomycin (100 × diluted), N-acetylcysteine (1.25 mM), EGF (50 ng ml^−1^), A83-01 (200 nM), Noggin (100 ng ml^−1^), R-spondin 1 (500 ng ml^−1^), DHT (1 nM), Y-27632 dihydrochloride (10 μM). Organoid culture medium was prewarmed before adding to the wells. The medium was changed every 2–3 days. Organoids were fixed in 4% PFA for 20 min at room temperature, and collected and resuspended in Histogel. Organoids/Histogel mixture was let to solidify at 4 °C and was embedded in OCT after sucrose treatment. *In situ* organoid images were taken using the Keyence microscope in the Microscopy Shared Facility of UCSC. Organoid sizes were quantified using ImageJ.

### Western blot

Total protein was extracted from flow-sorted cells using T-PER Tissue Protein Extraction Reagent (Fisher), separated by SDS-PAGE and transferred onto PVDF membrane according to standard protocols. Membranes were probed with antibodies directed against AR (sc-815, Santa Cruz Biotechnology, 1:500) and β-actin (sc-47778, Santa Cruz Biotechnology, 1:500). Signal was visualized with secondary HRP conjugated antibodies and Clarity Western ECL Substrate (Biorad). Full size images are presented in Supplementary Fig. 12.

### Quantitative real-time PCR analysis

Quantitative real-time PCR was carried out using Power SYBR Green PCR Master Mix (Life Technology) in the ViiA 7 Real-Time PCR instrument. cDNA samples were diluted 1:100 for all analyses, which were performed in quadruplicate. Expression values were obtained using the ΔΔCT method and normalized to β-actin (Actb) expression; average values are shown as the mean±s.d. Primer sequences are provided in Supplementary Table 7.

### Histology and immunofluorescence staining

H&E staining was performed using standard protocols on 6 μm paraffin sections. Histological assessments were performed using a published classification of mouse PIN lesions^59^. For immunohistochemical staining, 6 μm paraffin sections were deparaffinized in xylene, followed by boiling in antigen unmasking solution (Vector Labs). Slides were blocked in 10% normal goat serum (NGS; Vector Labs), and incubated with primary antibodies diluted in 10% NGS overnight at 4 °C. Secondary antibodies were obtained from Vectastain ABC kits (Vector Labs) and diluted 1:250. Signal was enhanced using the Vectastain ABC system and visualized with the NovaRed Substrate Kit (Vector Labs). Slides were counterstained with Harris modified haematoxylin (1:4 diluted in H_2_O; Fisher Scientific) and mounted with Clearmount (American MasterTech). H&E and immunohistochemical staining was obtained using a Zeiss Axio Imager in the Microscopy Shared Facility of UCSC.

IF staining was performed using 6 μm cryosections (3 μm for staining adjacent sections), which were incubated in 3% H_2_O_2_ and Antigen Unmasking Solution (Vector Labs) for 15 min. Samples were incubated with 10% NGS and primary antibodies diluted in 10% NGS overnight at 4 °C. Samples were then incubated with secondary antibodies (diluted 1:500 in PBST) labelled with Alexa Fluor 488, 555 or 647 (Invitrogen/Molecular Probes). Detection of Nkx3.1 was enhanced using tyramide amplification (Invitrogen/Molecular Probes) by incubation of slides with HRP-conjugated secondary antibody (1:100 dilution) (Invitrogen/Molecular Probes), followed by incubation with tyramide 555 for 6 min. Slides were mounted with VectaShield mounting medium with DAPI (Vector Labs). IF staining was imaged using a Leica TCS SP5 spectral confocal microscope in the Microscopy Shared Facility of UCSC. All primary antibodies and dilutions used are listed in Supplementary Table 6.

### Cell counting for lineage analyses and statistics

The investigators were blinded to the ID/genotype of the mice before performing cell counting. Cell numbers were counted manually using confocal × 40 and × 63 photomicrographs across tissue sections. Basal cells were identified based on lack of CK18 staining, positivity for CK5 staining, and/or shape of the cells (oval or triangular) and their positions at the basement of the epithelium. Luminal cells were determined based on positive CK18 staining and/or shape of the cells (columnar) and their positions at the apical side of the epithelium. Statistical analyses were performed using a two-sided student's *t*-test, Fisher's exact test, or *χ*^2^ test as appropriate. At least three animals for each experiment or genotype were analysed. The variances were similar between the groups that were being statistically compared.

### RNA sequencing

Total RNA from FACS-purified luminal cells was isolated using the RNeasy Micro Kit (Qiagen). RNA in each sample was reverse transcribed and amplified into cDNA using the Ovation RNA-Seq System V2 kit (Nugen). The quantity and quality of each sample was measured using an Agilent 2100 Bioanalyzer. Samples were sent to the Columbia Genome Center for library construction and sequencing. The single-end sequencing was performed on the Illumina HiSeq 2000 platform. bc and bcl2fastq (v1.8.4) was used for converting BCL to fastq format, coupled with adaptor trimming. Sequencing reads were then mapped to mouse genome (mm.9) using TopHat (v2.0.4) by allowing up to four mismatches and ten maximum multiple hits. Expression of genes in the RNA-seq data was measured by calculating reads per kilobase per million mapped reads (FPKM value) using cufflinks (v2.0.2) software with default settings.

### Principal components analysis and clustering analysis

PCA was performed on scaled data, where the data value was adjusted by subtracting its mean across all samples and dividing by its s.d., z=(x-mean)/s.d. For decreasing the effects of potential outliers, the too highly (highest 100 genes according to average FPKM in all samples) or too lowly expressed genes (FPKM<10 in all samples) were filtered out. ‘pccomp' command in R v3.2.2 was used for PCA analysis. The gene hierarchical clustering was done by using open source clustering software^60^. Here, the Pearson correlation distance was calculated and the average linkage clustering algorithm was chosen.

### Gene expression and pathway analyses

Differential expression was estimated using the empirical Bayes methods (limma package^61^ v3.24.15 in R v3.2.2). Fold-change analysis was performed on data regenerated by reverse log transformation. The differentially expressed genes (FDR <0.1, and fold change >2) were extracted and fed to the DAVID website^40^,^62^ for the enriched pathway analysis.

### Data availability

The data that support the findings of this study are available from the corresponding author on request. RNA-seq expression data are deposited in the Gene Expression Omnibus database under GSE76724.

## Additional information

**How to cite this article:** Xie, Q. *et al*. Dissecting cell-type-specific roles of androgen receptor in prostate homeostasis and regeneration through lineage tracing. *Nat. Commun.* **8,** 14284 doi: 10.1038/ncomms14284 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Tables

Supplementary Data 1 List of genes up-regulated in AR- luminal cells.

Supplementary Data 2 List of genes down-regulated in AR- luminal cells.

Supplementary Data 3 List of enriched molecular pathways in AR- luminal cells by DAVID GO analysis.

## Figures and Tables

**Figure 1:**
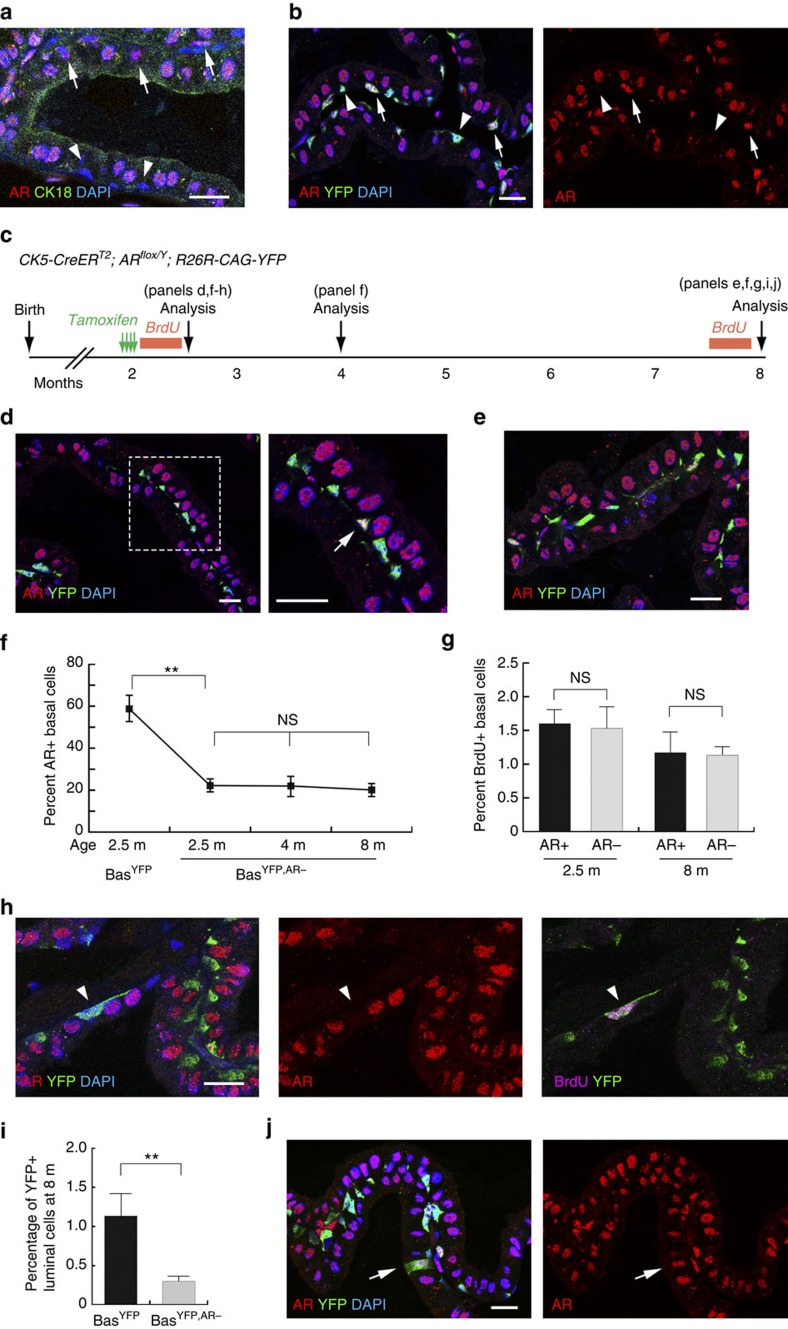
**Lineage analysis of AR**^−^ **and AR**^**+**^ **basal cells in prostate homeostasis.** (**a**) AR expression in all the luminal cells and the presence of AR^+^ (arrows) and AR^−^ (arrowheads) basal cells. (**b**) Lineage-marking of basal cells by CAG-YFP is highly penetrant and facilitates quantitation of AR^+^ (arrows) and AR^−^ basal cells (arrowheads). (**c**) Lineage-tracing strategy in prostate homeostasis of Bas^YFP,AR−^ mice. (**d**) Efficient deletion of AR in basal cells at 2 weeks post induction. (**e**) Normal tissue morphology and absence of AR in the majority of basal cells at 6 months after induction. (**f**) Percentage of AR^+^ basal cells decreased significantly after AR deletion and remained stable thereafter in homeostasis. **P<0.001 by *t*-test. (**g**) AR^+^ and AR^−^ basal cells have the same proliferation rates in BrdU incorporation assays of Bas^YFP,AR−^ mice during homeostasis. NS by *t*-test. (**h**) Representative image of BrdU staining analysed at 2.5 m. Arrowhead points to an AR^−^ basal cell that is BrdU^+^. (**i**) Percentage of YFP^+^ luminal cells decreased significantly in Bas^YFP,AR−^ mice at 6 months post induction compared to Bas^YFP^ mice. **P<0.0001 by *χ*^2^ test. (**j**) The rare YFP^+^ luminal cells were always AR^+^ (arrow). Scale bars correspond to 20 μm. Error bars correspond to one s.d.

**Figure 2:**
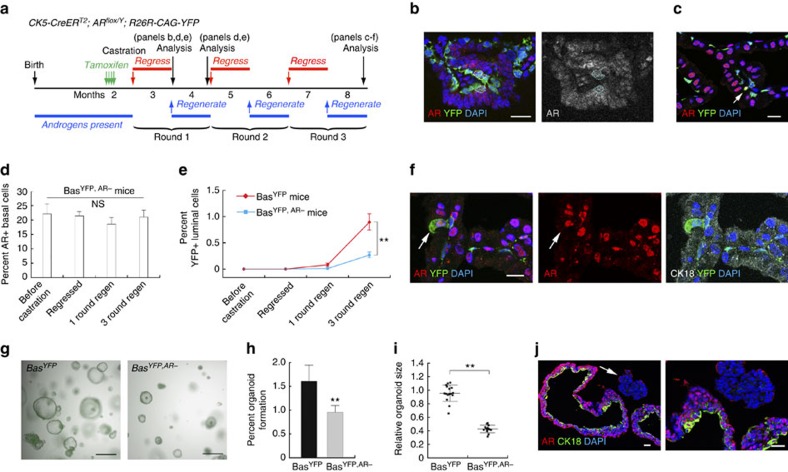
**Cell-autonomous requirement of AR in BSCs** ***in vivo*** **and in organoid culture.** (**a**) Lineage-tracing strategy in serial regression/regeneration of Bas^YFP^ and Bas^YFP,AR−^ mice. (**b**) Most basal cells (marked by YFP) were AR^−^ after induction and castration in the regressed prostate. Circles show AR^+^ basal cells that escaped AR deletion. (**c**) Normal cell morphology and few YFP^+^ luminal cells after three rounds of regression–regeneration. Most basal cells remained AR^−^. Arrow points to an AR^+^ basal cells. (**d**) Percentage of AR^+^ basal cells stayed constant in Bas^YFP,AR−^ mice during serial regression–regeneration. NS by *t*-test. (**e**) Percentage of luminal cells among total YFP^+^ cells gradually increased in Bas^YFP^ mice during serial regeneration, but was significantly reduced in Bas^YFP,AR−^ mice. **P<0.0001 by *χ*^2^ test. (**f**) Rare YFP^+^ luminal cells after 3 rounds of regression–regeneration in Bas^YFP,AR−^ mice were always AR^+^ (arrow). (**g**) White field and YFP overlay images showing morphology and abundance of organoids derived from basal cells of Bas^YFP^ and Bas^YFP,AR−^ mice. (**h**) Bar graph comparing organoid formation efficiencies from 16 wells of seeded Bas^YFP^ cells and 14 wells of seeded Bas^YFP,AR−^ cells. **P<0.001 by *t*-test. (**i**) Comparison of average organoid size (normalized) per well for 16 wells of seeded Bas^YFP^ cells and 14 wells of seeded Bas^YFP,AR−^ cells. **P<0.001 by *t*-test. (**j**) IF section staining showing lack of hollow lumen and little basal-to-luminal differentiation in an AR^−^ basal organoid (arrow and zoom-in on the right) compared to adjacent wild-type basal-derived organoids. Scale bars in **b**,**c**,**f**,**j** correspond to 20 μm, and in **g** to 0.5 mm. Error bars correspond to one s.d.

**Figure 3:**
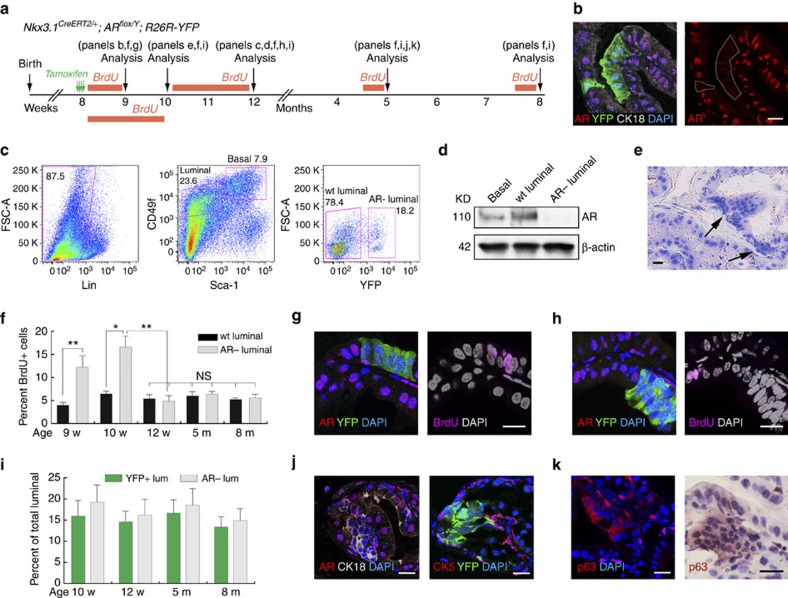
AR loss in luminal cells induces a transient over-proliferation and alters cell morphology. (**a**) Lineage-tracing strategy in prostate homeostasis of Lum^YFP,AR−^ mice. (**b**) Representative IF staining image showing simultaneous deletion of AR and marking by YFP in luminal cells at 1 week post induction. (**c**) FACS plot showing the gate drawn for obtaining basal, wild-type luminal and AR^−^ luminal cells from induced Lum^YFP,AR−^ mice. (**d**) Western blot of AR protein from flow-sorted cell populations. (**e**) H&E staining showing clusters of compact cells (arrows) at 2 weeks post induction. (**f**) Quantitation of wild-type and AR^−^ luminal cell proliferation rates using BrdU incorporation assays shown in **a**, showing a transient (1–2 weeks) over-proliferation in AR^−^ luminal cells. *P<0.01, **P<0.001 by *t*-test. (**g**,**h**) Representative IF staining images showing many AR^−^ luminal cells were BrdU^+^ at 1 week post induction (**g**) and relatively few were BrdU^+^ at 4 weeks post induction (**h**). (**i**) Quantitation of the percentage of YFP^+^ or AR^−^ luminal cells during homeostasis showing no significant difference by *t*-test for different time points since 2 weeks post induction. (**j**) IF staining of tissues at 3 months post induction showing enhanced CK18 expression (left) and no detectable CK5 expression (right) in AR^−^/YFP^+^ luminal cell clusters. (**k**) Cytoplasmic p63 expression was enhanced in AR^−^ luminal cell clusters by both IF (left) and IHC (right) staining using two antibodies. Scale bars correspond to 20 μm. Error bars correspond to one s.d.

**Figure 4:**
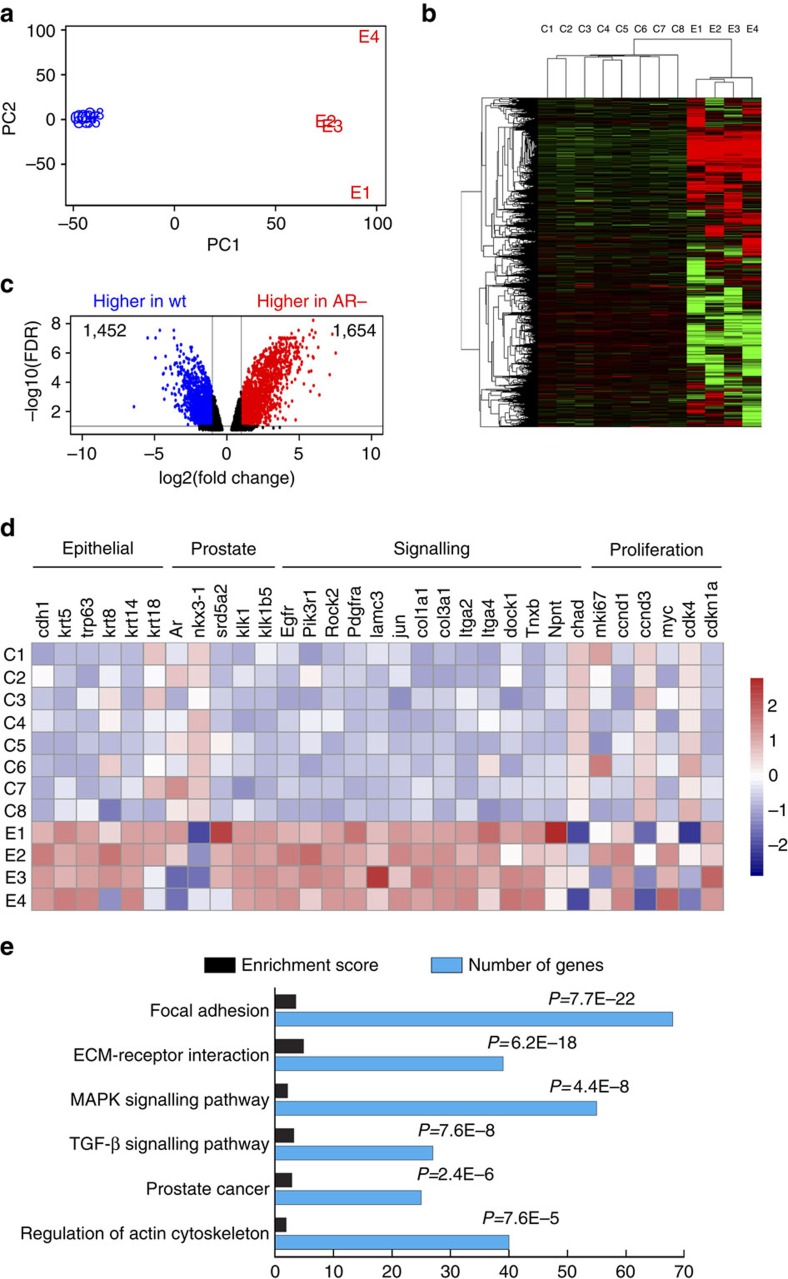
**Gene expression profiling analyses of AR**^−^ **luminal cells.** (**a**) Scatter-plot of the two main components from a Principal Component Analysis of control (wild-type, blue points) and experimental (AR^−^, red points) luminal samples based on 9,238 genes after filtering out too lowly or too highly expressed genes, capturing 44.5% (dimension 1) and 16.6% (dimension 2) of the data variability. (**b**) Unsupervised hierarchical clustering analysis showing good separation of control samples (C1–C8) and AR^−^ luminal samples (E1–E4). (**c**) Volcano plot showing 1,654 genes are upregulated and 1,452 genes are downregulated in AR^−^ luminal cells (FDR<0.1 and fold change >2). (**d**) Expression levels of selected genes in different samples showing a general upregulation of epithelial markers and various cell signalling genes in AR^−^ luminal cells, and mixed expression pattern changes for proliferation markers. (**e**) DAVID GO analysis showing the most enriched pathways in AR^−^ luminal cells (FDR<0.1) and the number of genes in each pathway.

**Figure 5:**
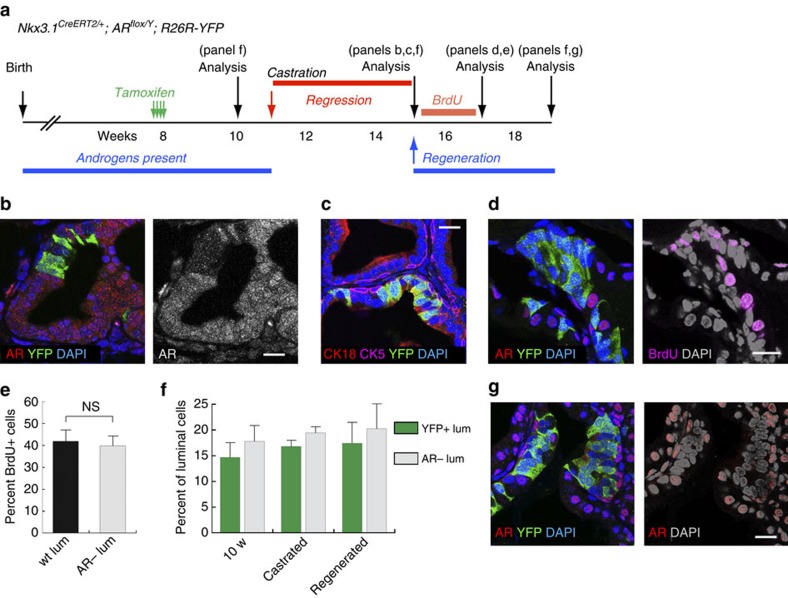
Cell-autonomous AR is dispensable for luminal cell regeneration. (**a**) Lineage-tracing strategy for average luminal cells during prostate regeneration in Lum^YFP,AR−^ mice. (**b**) IF staining showing AR^−^ luminal cells were present in regressed prostate and marked by YFP. (**c**) CK5, CK18 and YFP triple staining showing marked cells in the regressed prostate remained strictly luminal. (**d**) Representative image showing high proliferation in both AR^+^ and AR^−^ luminal cells in a BrdU incorporation assay during prostate regeneration. (**e**) Quantitation of cell proliferation in the BrdU incorporation assay showing no difference by *t*-test between AR^+^ and AR^−^ luminal cells. (**f**) The percentages of YFP^+^ or AR^−^ luminal cells among total luminal cells during the course of prostate regression–regeneration remained constant by *t*-test. (**g**) YFP^+^AR^−^ luminal cell clusters were present and had compact cell phenotypes after prostate regeneration. Scale bars correspond to 20 μm. Error bars correspond to one s.d.

**Figure 6:**
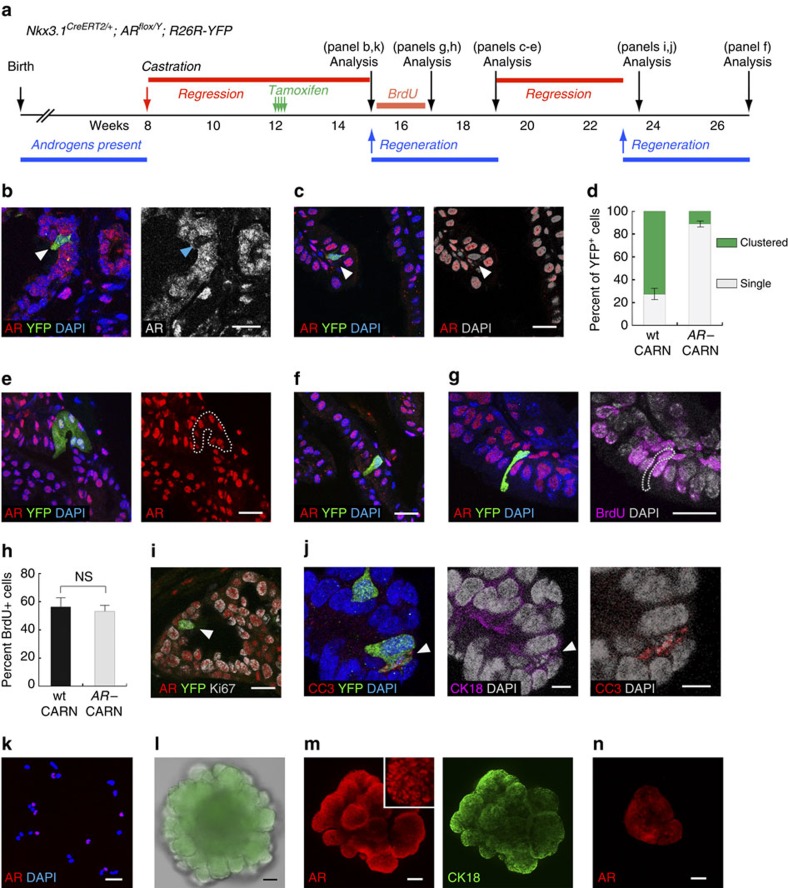
**AR is selectively required for CARN stem cell differentiation**. (**a**) Lineage-tracing strategy for CARNs during serial prostate regression–regeneration in Lum^YFP,AR−^ mice. (**b**) Lineage-marked AR^−^ CARNs (arrowhead) survived in the regressed prostate after AR deletion. (**c**) Isolated single YFP^+^AR^−^ cells (arrowhead) were present after one round of regeneration. (**d**) Quantitation of the proportions of clustered and single YFP^+^ cells derived from wild-type CARNs (Lum^YFP^) and AR^−^ CARNs (Lum^YFP,AR−^) after one round of regeneration showing the deficiency of AR^−^ CARNs to generate cell clusters by fisher's exact test. (**e**) Regenerated cells in rare YFP^+^ cell clusters in Lum^YFP,AR−^ mice were AR^+^. (**f**) Regenerated YFP^+^AR^−^ cells remained as single isolated cells after two rounds of regression–regeneration. (**g**) Representative image showing AR^−^ CARNs were proliferating in a BrdU incorporation assay during prostate regeneration. (**h**) Quantitation of cell proliferation in the BrdU incorporation assay during prostate regeneration showing no difference between wild-type and AR^−^ CARNs by *t*-test. (**i**) Representative image showing an AR^−^ CARN cell (arrowhead) stained positive for Ki67 4 days after androgen re-administration. (**j**) Cleaved caspase 3 (CC3), YFP and CK18 triple staining showing that the daughter cell (arrowhead) of an AR^−^ CARN is apoptotic. (**k**) IF staining of cytospin preparation of sorted CARN cells from Lum^YFP,AR−^ mice showing a mixture of AR^+^ and AR^−^ CARNs. (**l**) Representative white field and YFP overlay image showing morphology of CARN organoid. (**m**) Representative *in situ* IF image of an organoid derived from AR^+^ CARN. A zoom-in portion shown in inset. (**n**) IF staining of the only organoid that contained a mixture of AR^+^ and AR^−^ cells. Scale bars in **b**,**c**, **e**–**g**,**i**–**k** correspond to 20 μm, and in **l**–**n** to 100 μm. Error bars correspond to one s.d.

**Figure 7:**
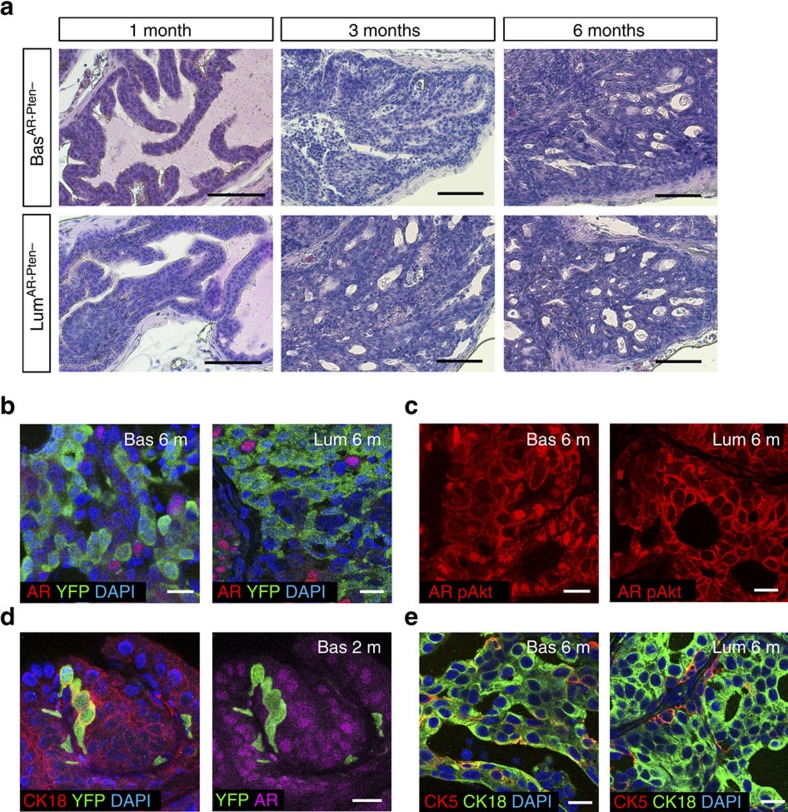
Pten loss overrides AR-loss effects in both basal and luminal cells during cancer initiation. (**a**) H&E staining of Bas^AR−Pten−^ and Lum^AR−Pten−^ AP at 1, 3 and 6 months post induction showing progression to high-grade PIN in both tumours and faster progression in Lum^AR−Pten−^ mice. (**b**,**c**) IF staining showing general absence of AR (nuclear red), enhanced phosphor-Akt (membrane red) in PIN cells and similar tissue morphology in both basal- and luminal-origin tumours at 6 months post induction. (**d**) Representative image of CK18, YFP and AR triple staining showing AR^−^Pten^−^ basal cells differentiate into luminal cells at 2 months post induction. (**e**) IF staining showing basal- and luminal-origin tumours at 6 months post induction primarily show luminal cell features with some cells being intermediate (CK5^+^CK18^+^). Scale bars in **a** correspond to 100 μm and in **b**–**e** to 20 μm.

**Figure 8:**
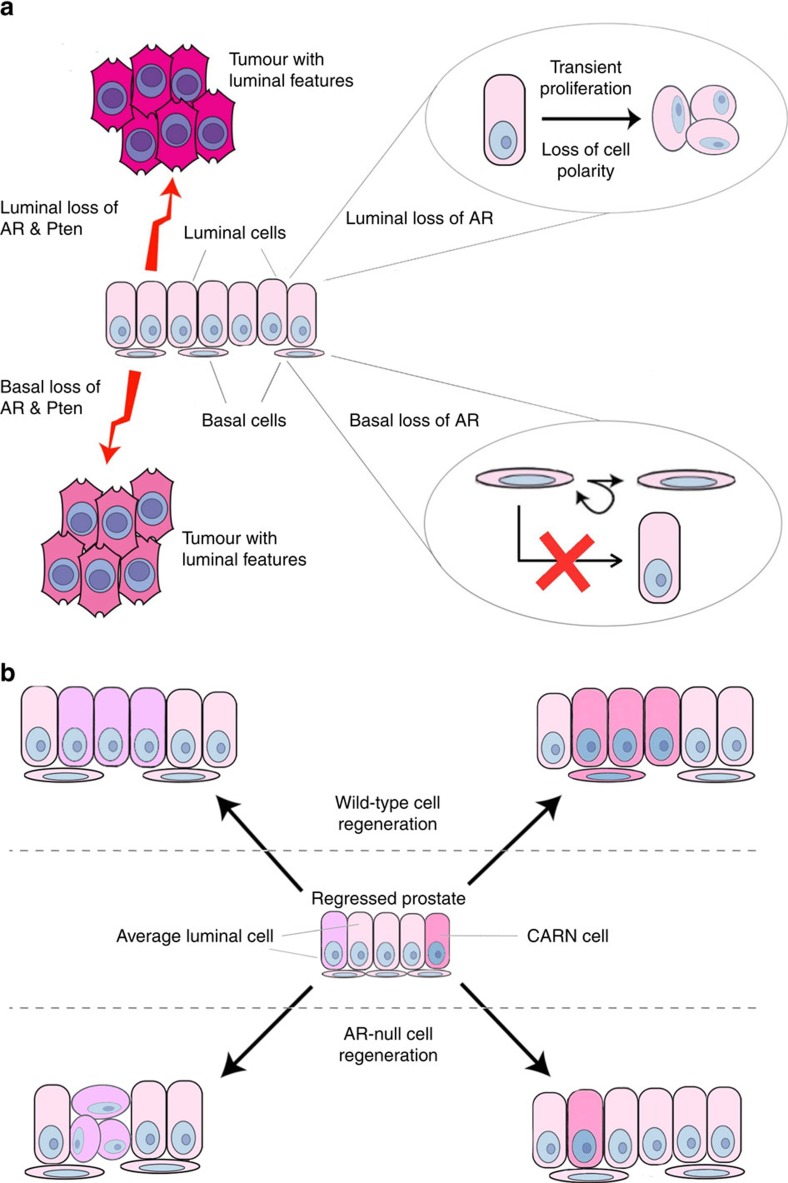
Model of epithelial AR function in the adult prostate. (**a**) In adult prostate homeostasis, cell-autonomous AR is essential for maintaining luminal cell morphology and for basal cells to undergo luminal differentiation. It is not required for androgen-mediated cell survival in either compartment. AR loss in luminal cells also induces a transient proliferation, resulting in a cluster of compact cells that share intermediate cell features. Cell-autonomous AR is not required in either basal or luminal cells for Pten-loss-induced cancer initiation. Despite a faster progression rate of luminal-origin tumours with AR Pten double deletion, both basal- and luminal-origin tumours eventually show luminal cell features. (**b**) In androgen-mediated prostate regeneration, AR is selectively required in luminal stem cell CARNs in order for them to produce viable daughter cells. In contrast, cell-autonomous AR is not required for average luminal cell to proliferate and regenerate upon androgen re-administration, although it ensures the normal morphology and polarity of regenerated luminal cells.

# Supplementary material for: Dissecting cell-type-specific roles of androgen receptor in prostate homeostasis and regeneration through lineage tracing
**Source:** Nat Commun. 2017 Jan 23;8:14284. doi: 10.1038/ncomms14284
**Supplement:** Supplementary Information — Supplementary Figures and Supplementary Tables

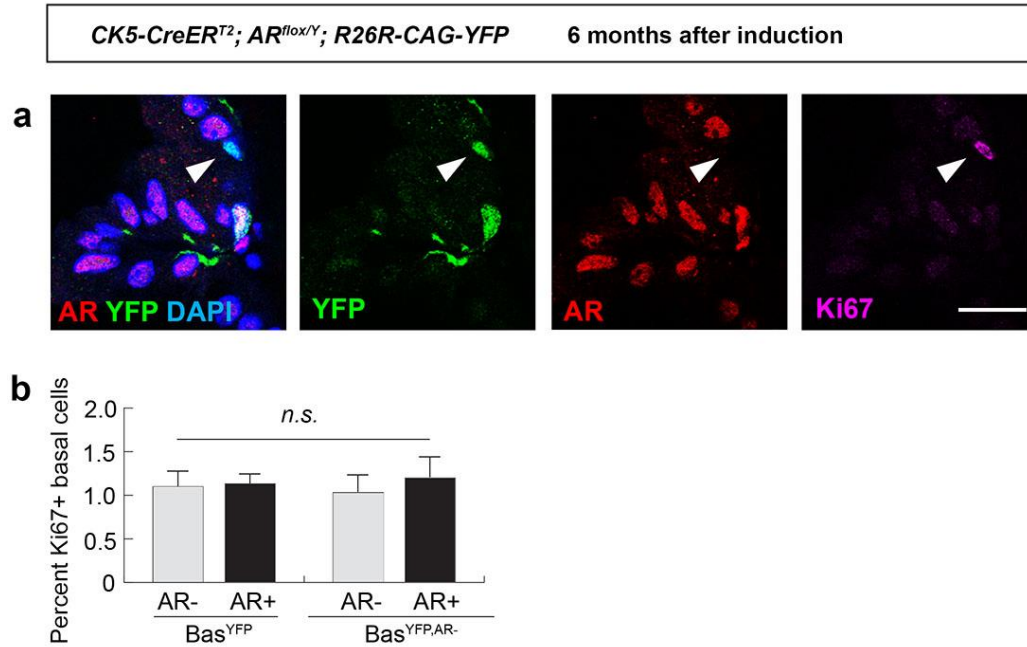

Supplementary Figure 1. Characterization of AR⁺ and AR⁻ basal cell proliferation by Ki67 staining.

(a) Representative IF staining image showing an AR⁻ basal cell that is Ki67⁺ (arrowhead) at 6 months post induction in Bas^{YFP,AR-} mice. **(b)** Quantitation of the percentages of Ki67⁺ basal cells among AR⁺ and AR⁻ basal cells in Bas^{YFP} and Bas^{YFP,AR-} mice 6 months post induction showing that different basal cell populations have the same proliferation rate by t-test. Scale bar corresponds to 20 microns. Error bars correspond to one standard deviation.

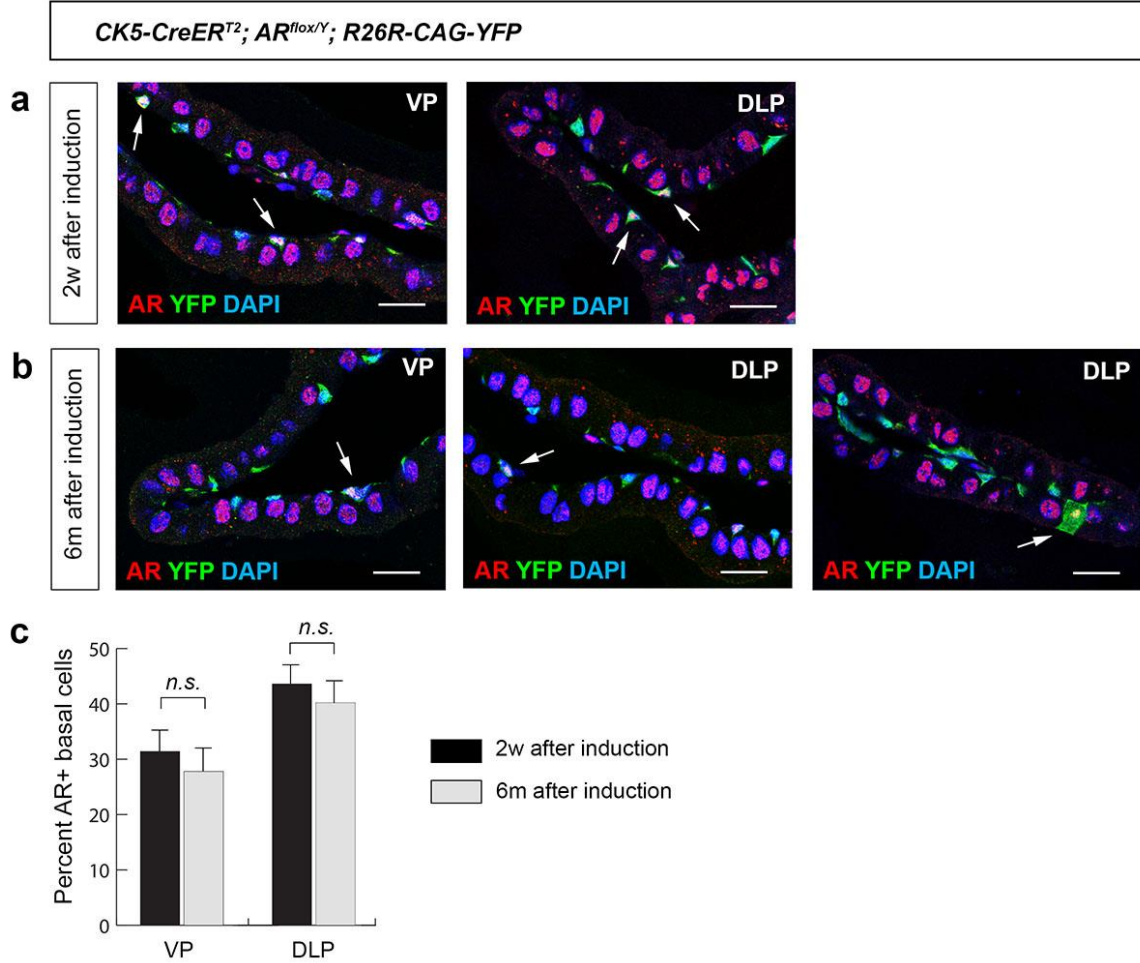

Supplementary Figure 2. Lineage analysis of AR⁺ and AR⁻ basal cells in VP and DLP lobes during prostate homeostasis.

(a) Representative IF staining images showing deletion of AR in a subset of adult basal cells in Bas^{YFP,AR-} VP and DLP 2 weeks post induction. Arrows point to marked basal cells that remained AR⁺ (escaped deletion). (b) Representative IF staining images of Bas^{YFP,AR-} VP and DLP 6 months post induction showing normal basal cell homeostasis and rare luminal differentiation from AR⁺ basal cells. Arrows point to AR⁺ basal cells in the left and middle panels, and to a rare differentiated AR⁺YFP⁺ luminal cell in the right panel. (c) Quantitation of the percentage of AR⁺ basal cells among total basal cells in Bas^{YFP,AR-} VP and DLP at 2 weeks and 6 months post induction showing that the ratio is constant during homeostasis by t-test. Scale bar corresponds to 20 microns. Error bars correspond to one standard deviation.

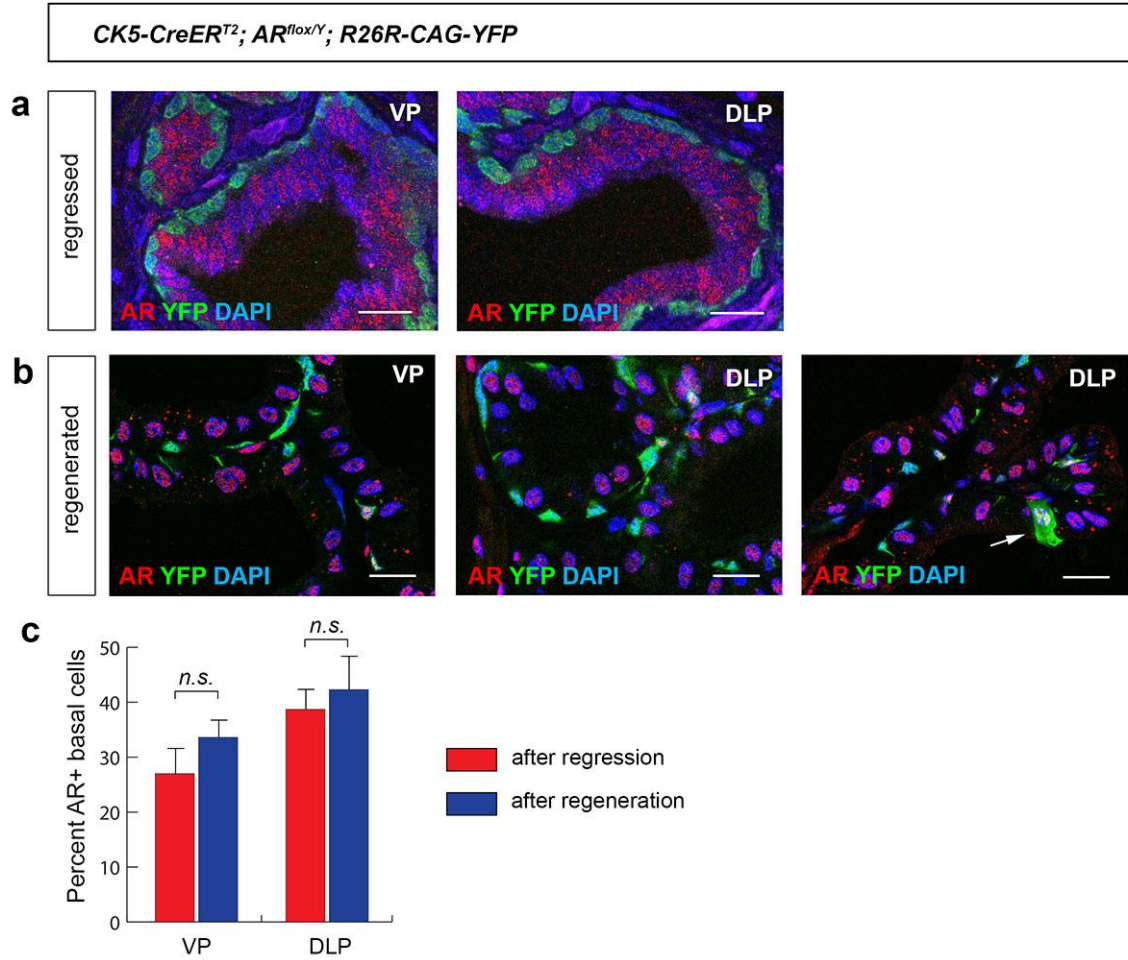

Supplementary Figure 3. Lineage analysis of AR⁺ and AR⁻ basal cells in VP and DLP lobes during prostate regression-regeneration.

(a) Representative IF staining images showing deletion of AR in a subset of basal cells in the regressed VP and DLP of Bas^{YFP,AR-} mice. (b) Representative IF staining images of Bas^{YFP,AR-} VP and DLP after regeneration showing regenerated tissue containing mostly YFP⁺ basal cells and rare AR⁺YFP⁺ luminal cells (arrow in the right panel) derived from AR⁺ basal cells. (c) Quantitation of the percentage of AR⁺ basal cells among total basal cells in Bas^{YFP,AR-} VP and DLP before and after regeneration, showing that the ratio did not change in this procedure by t-test. Scale bar corresponds to 20 microns. Error bars correspond to one standard deviation.

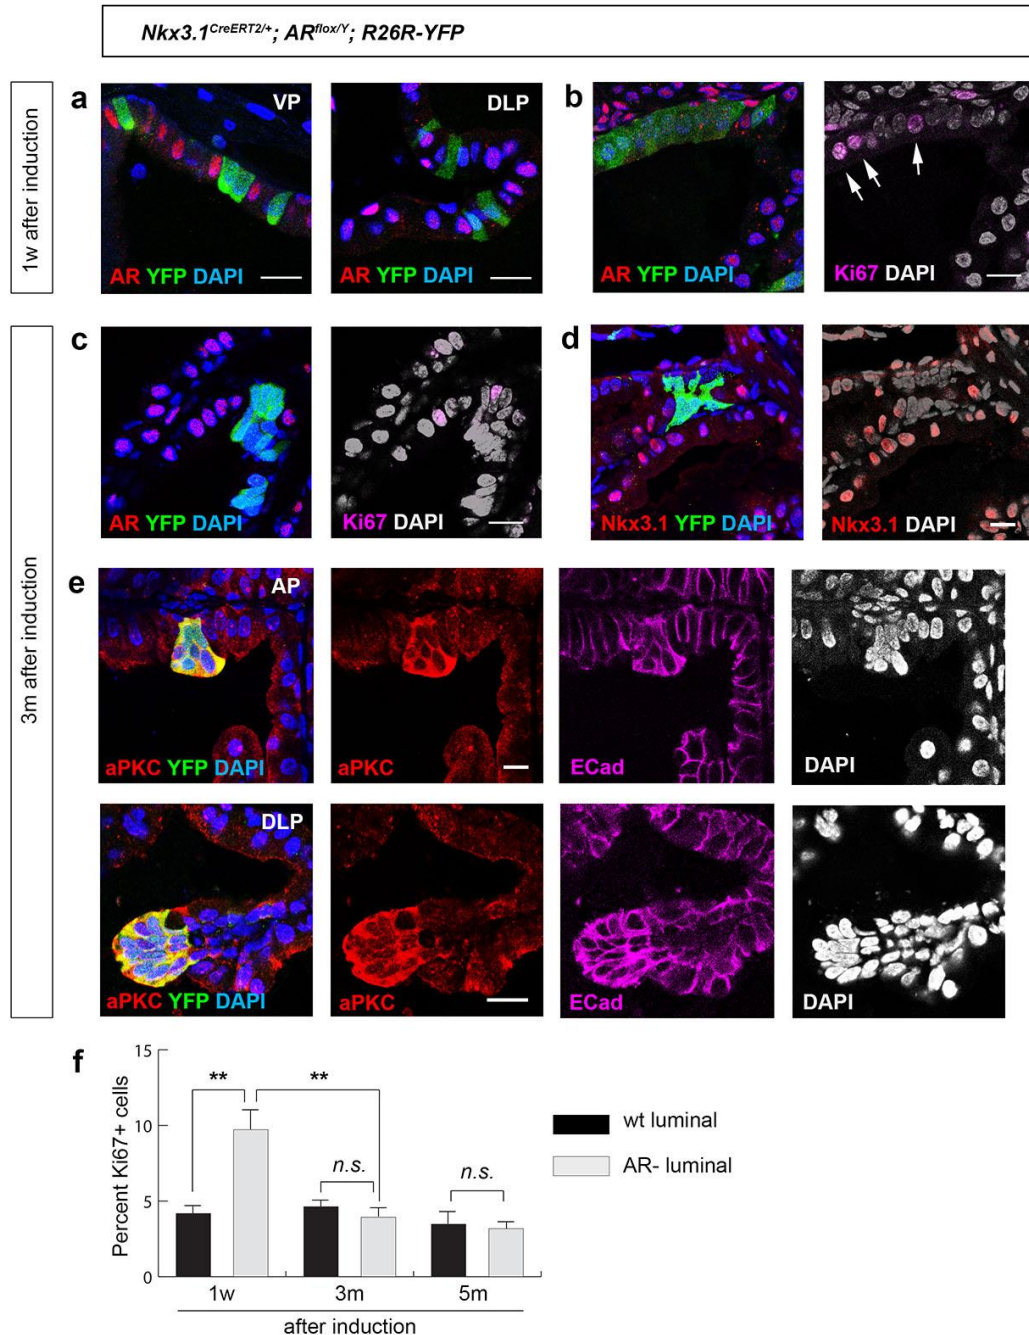

Supplementary Figure 4. Phenotypic characterization of AR⁻ luminal cells.

(a) IF staining showing simultaneous deletion of AR and marking by YFP in a subset of adult luminal cells in the VP and DLP of Lum^{YFP,AR⁻} mice 1 week post induction. (b,c) Representative Ki67 staining images showing that many AR⁻ luminal cells were proliferating (arrows) 1 week post induction (b) and relatively few were proliferating 3 months post induction (c). (d) IF staining showing *Nkx3.1* expression was down-regulated in AR⁻ luminal cells. (e) IF staining showing enhanced and mislocalized α PKC and E-Cadherin expression on all sides of AR⁻ luminal cells 3 months post induction. (f) Quantitation of wild-type and AR⁻ luminal cell proliferation rate by Ki67 staining at different analysis time points in prostate homeostasis of Lum^{YFP,AR⁻} mice showing a transient over-proliferation in AR⁻ luminal cells at 1 week post induction. ** $p < 0.001$, n.s., by t-test. Scale bars correspond to 20 microns. Error bars correspond to one standard deviation.

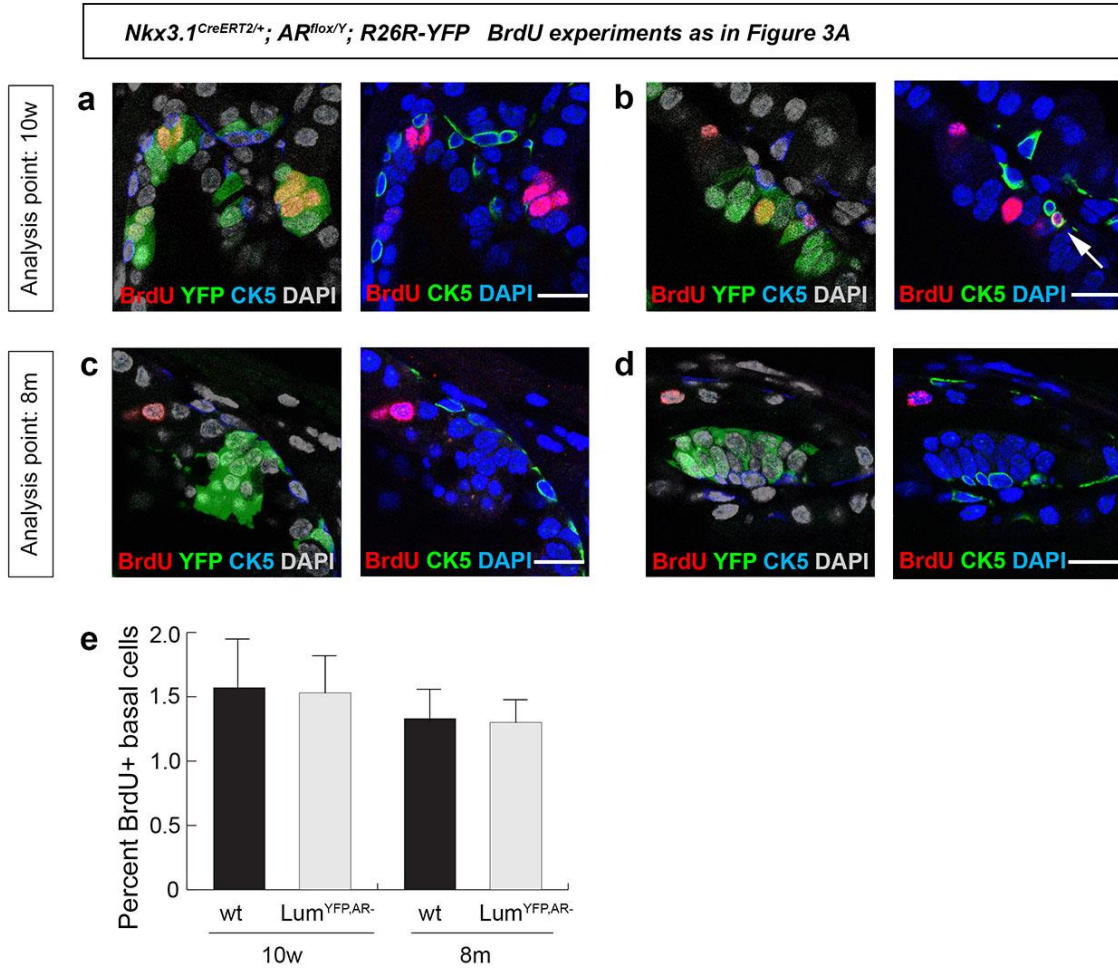

Supplementary Figure 5. Basal cell proliferation is normal in Lum^{YFP,AR-} mice.

(a,b) IF staining of CK5, BrdU, and YFP in a BrdU incorporation assay in Lum^{YFP,AR-} mice analyzed at 10 weeks of age (2 weeks post induction) showing many AR⁻ luminal cells were proliferating while basal cell proliferation remained slow. Arrow points to a BrdU⁺ basal cell. (c,d) IF staining of CK5, BrdU, and YFP in a BrdU incorporation assay in Lum^{YFP,AR-} mice analyzed at 8 months of age (6 months post induction) showing slow proliferation in both AR⁻ luminal cells and basal cells. (e) Quantitation of the percentages of BrdU⁺ basal cells in the BrdU incorporation assays analyzed at 10 weeks and 8 months of age showing that basal cell proliferation rates in wild-type mice and Lum^{YFP,AR-} mice are similar at both time points by t-test. Scale bars correspond to 20 microns. Error bars correspond to one standard deviation.

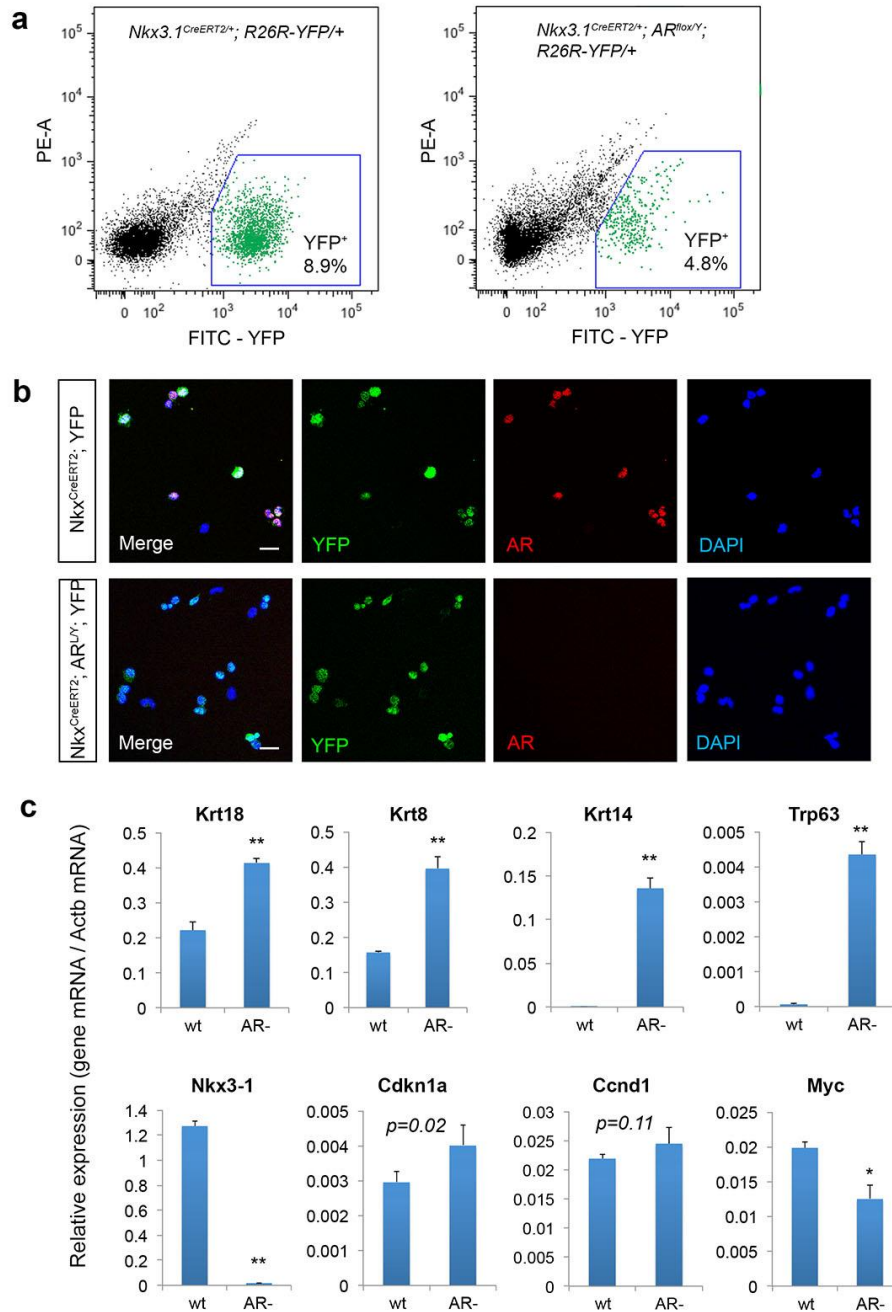

Supplementary Figure 6. Isolation and molecular comparison of wild-type and AR⁻ luminal cells.

(a) FACS plot showing the gate drawn for sorting wild-type luminal cells from Lum^{YFP} mice (left) and AR⁻ luminal cells from Lum^{YFP,AR-} mice (right) based on YFP fluorescence. (b) IF staining of cytospin preparations confirming co-localization of YFP and AR in sorted wild-type luminal cells and absence of AR in sorted AR⁻ luminal cells. Scale bars correspond to 20 microns. (c) Quantitative real-time PCR analysis of selected genes in sorted wild-type and AR⁻ luminal cells. Gene expression levels were normalized to β -actin expression. *Krt5* expression was not detected in either cell populations. * $p < 0.01$, ** $p < 0.001$ by t-test. Error bars correspond to one standard deviation.

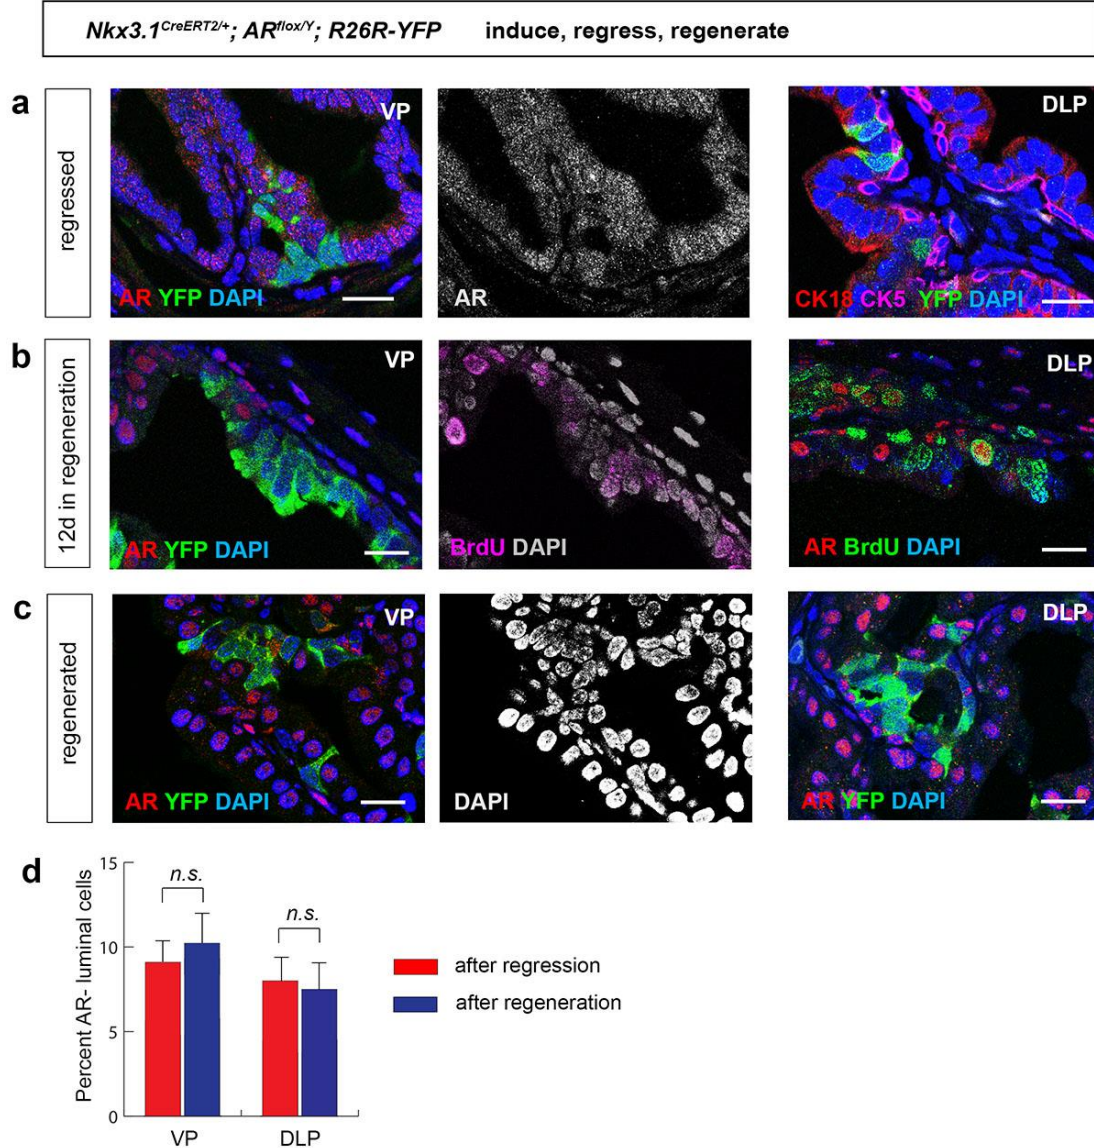

Supplementary Figure 7. Cell-autonomous AR is dispensable for luminal cell regeneration in the VP and DLP lobes.

(a) Representative IF staining image showing that AR⁺ luminal cells were present in regressed VP and DLP, were marked by YFP, and were CK18⁺CK5⁻. (b) IF staining in a 12-day BrdU incorporation assay during prostate regeneration, showing many AR⁺ luminal cells in the VP and DLP were proliferating. (c) Representative IF staining image showing the presence of AR⁺YFP⁺ cell clusters in the VP and DLP after regeneration. (d) Quantitation of the percentages of AR⁺ luminal cells among total luminal cells during the course of prostate regression-regeneration showing the ratios remained constant in the VP and DLP by t-test. Scale bars correspond to 20 microns. Error bars correspond to one standard deviation.

Nkx3.1^{CreERT2/+}; AR^{flox/Y}; R26R-YFP
induce, regress, 4d after androgen administration

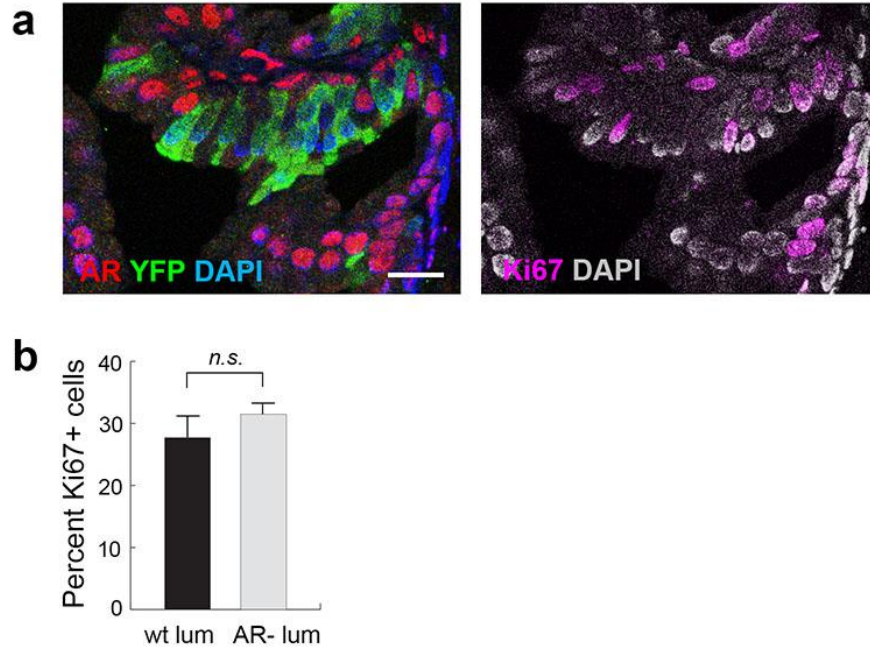

Supplementary Figure 8. Characterization of wild-type and AR⁻ luminal cell proliferation in regeneration by Ki67 staining.

(a) Representative IF staining showing the presence of many Ki67⁺ cells in both wild-type luminal cells and AR⁻ luminal cells at 4 days after androgen re-administration. (b) Quantitation of the percentages of Ki67⁺ luminal cells at 4 days after androgen re-administration showing no difference by t-test in the proliferation rate of wild-type and AR⁻ luminal cells. Scale bars correspond to 20 microns. Error bars correspond to one standard deviation.

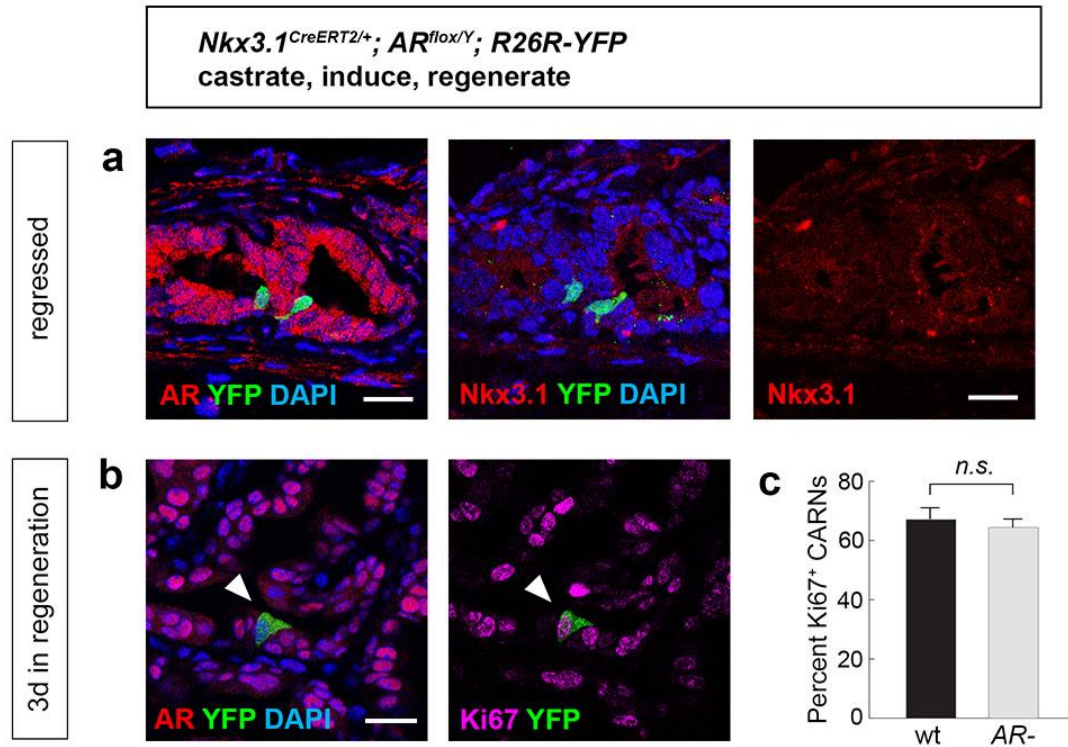

Supplementary Figure 9. Characterization of AR⁻ CARNs in the regressed prostate and in regeneration by Ki67 staining.

(a) IF staining of adjacent sections (left vs. middle and right panels) showing that AR⁻ CARNs in the regressed prostate (marked by YFP) were Nkx3.1-negative. (b) Representative image of Ki67, AR, YFP triple staining showing an AR⁻ CARN (arrowhead) was proliferating at 3 days after androgen re-administration. (c) Quantitation of the percentages of Ki67⁺ CARNs at 3 days after androgen re-administration showing no difference by t-test between wild-type CARNs and AR⁻ CARNs. Scale bars correspond to 20 microns. Error bars correspond to one standard deviation.

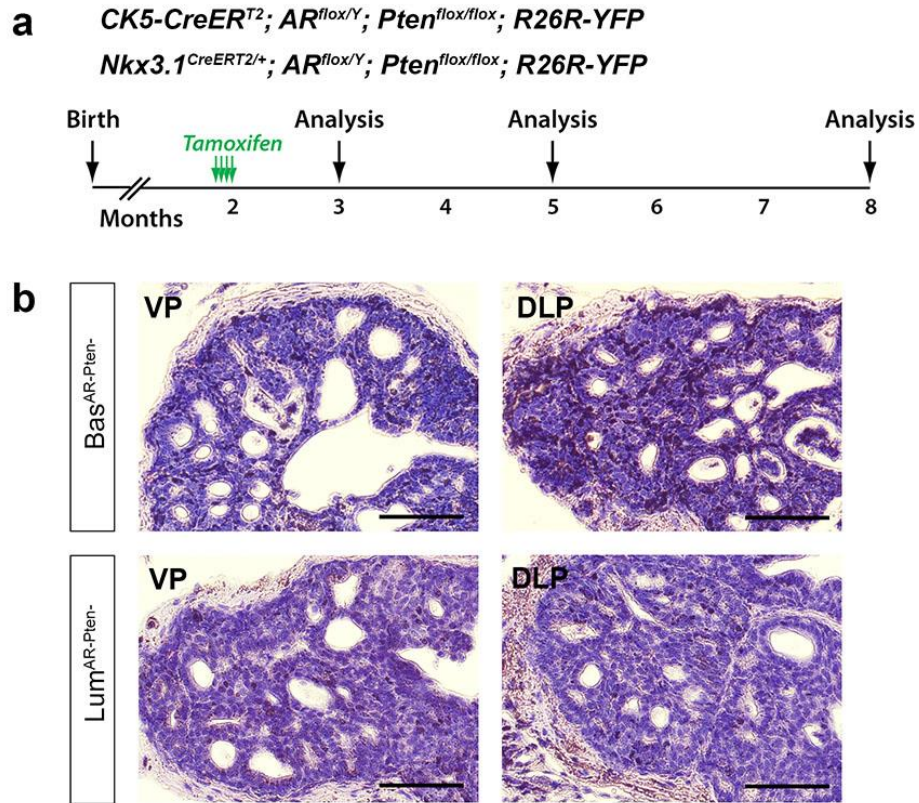

Supplementary Figure 10. Basal- and luminal-origin tumors of AR Pten double knockout in VP and DLP have similar histology.

(a) Strategy for inducing basal- and luminal-origin tumors with AR and Pten double deletion. (b) H&E staining showing high grade PIN with cribriform pattern in the VP and DLP of 6-month Bas^{AR-Pten-} (upper) and Lum^{AR-Pten-} tumors (lower). Scale bars correspond to 100 microns.

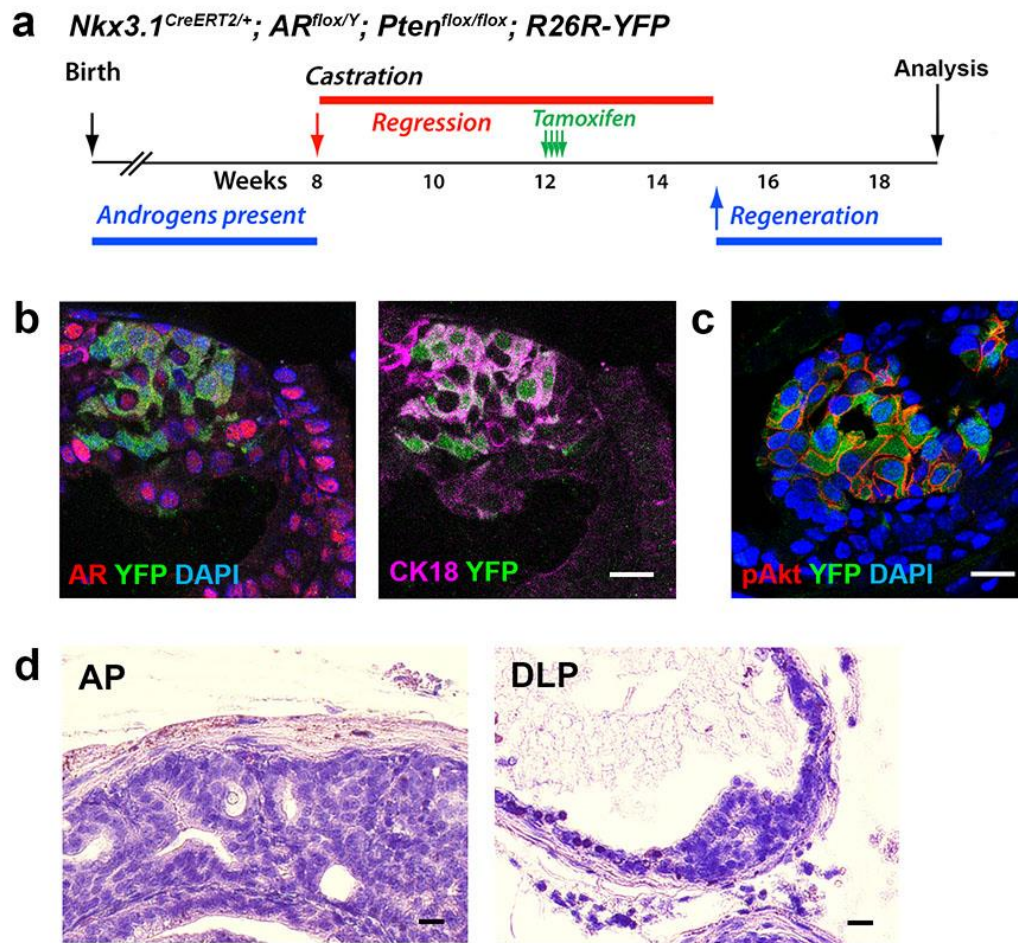

Supplementary Figure 11. Pten loss can override AR loss in CARNs to initiate prostate cancer.

(a) Strategy for inducing tumors with AR and Pten double deletion in CARNs. (b,c) IF staining of AR⁻ Pten⁻ CARN-derived tumors showing PIN cells were AR⁻ and CK18⁺ (b) and express phosphor-Akt (c). (d) H&E staining showing foci of AR⁻ Pten⁻ CARN-derived PIN lesions in the AP and DLP lobes. Scale bars correspond to 20 microns.

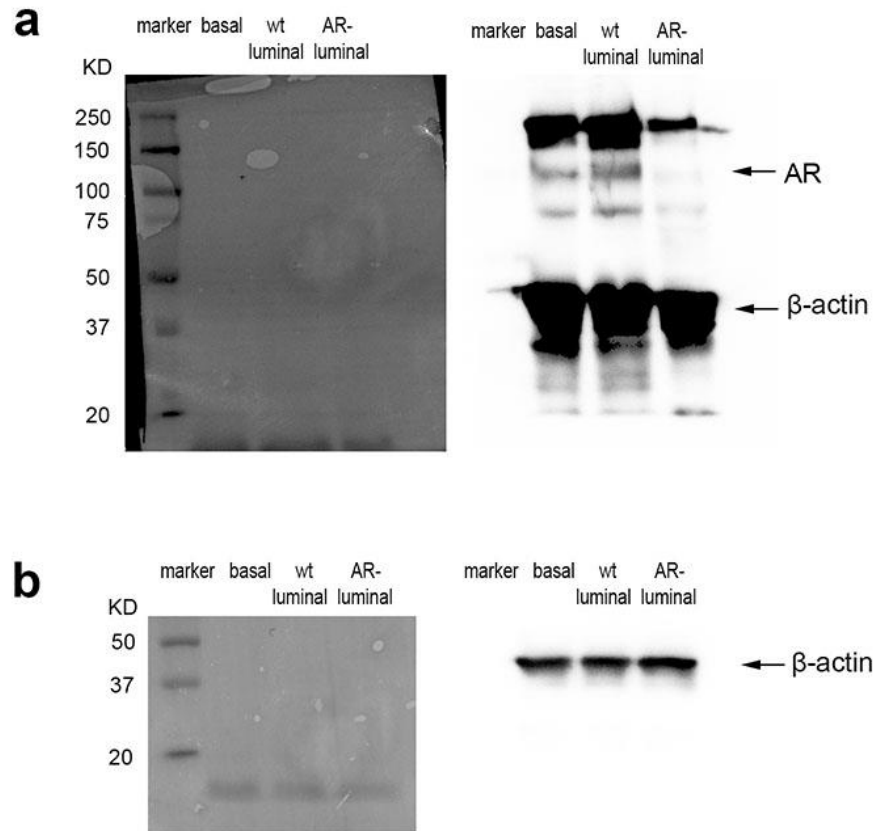

Supplementary Figure 12. Full-size scans of western blots in Fig. 3d.

(a) For Fig. 3d upper: western blotting with AR and β -actin antibodies on one membrane. **(b)** For Fig. 3d lower: western blotting with β -actin antibody. Visualization of molecular weight ladder is shown on the left.

Supplementary Table 1. Quantitation of lineage analyses and BrdU incorporation assays in Fig. 1.

**Data for Fig. 1f**			
**<i>Bas^{YFP}</i> 2.5m**			
**Mouse ID**	**Total YFP+**	**YFP+AR+**	**Percentage**
#167	1458	786	53.9%
#2345	1105	725	65.6%
#2347	1693	960	56.7%
**<i>Bas^{YFP,AR-}</i> 2.5m**			
**Mouse ID**	**Total YFP+**	**YFP+AR+**	**Percentage**
#543	2100	465	22.1%
#545	1227	232	18.9%
#548	1588	407	25.6%
**<i>Bas^{YFP,AR-}</i> 4m**			
**Mouse ID**	**Total YFP+**	**YFP+AR+**	**Percentage**
#150	1030	190	18.4%
#153	1441	295	20.5%
#204	968	262	27.1%
**<i>Bas^{YFP,AR-}</i> 8m**			
**Mouse ID**	**Total YFP+**	**YFP+AR+**	**Percentage**
#321	1743	354	20.3%
#322	1529	358	23.4%
#325	1580	264	16.7%

**Data for Fig. 1g**						
**<i>Bas^{YFP,AR-}</i> 2.5m**						
**Mouse ID**	**YFP+AR+**	**YFP+AR+<br>BrdU+**	**Percentage**	**YFP+AR-**	**YFP+AR-<br>BrdU+**	**Percentage**
#2972	515	8	1.6%	1410	20	1.4%
#2974	228	4	1.8%	890	17	1.9%
#2975	352	5	1.4%	1073	14	1.3%
**<i>Bas^{YFP,AR-}</i> 8m**						
**Mouse ID**	**YFP+AR+**	**YFP+AR+<br>BrdU+**	**Percentage**	**YFP+AR-**	**YFP+AR-<br>BrdU+**	**Percentage**
#2120	568	5	0.9%	1860	22	1.2%
#2121	479	7	1.5%	1609	19	1.2%
#2125	470	5	1.1%	1641	16	1.0%

Data for Fig. 1i				
<i>Bas^{YFP}</i> 8m				
Mouse ID	Total YFP+	YFP+CK18+	Percentage	YFP+CK18+AR+
#1471	1710	14	0.8%	14
#1480	2073	25	1.2%	25
#1912	1394	20	1.4%	20
<i>Bas^{YFP,AR-}</i> 8m				
Mouse ID	Total YFP+	YFP+CK18+	Percentage	YFP+CK18+AR+
#321	2236	7	0.31%	7
#322	1609	4	0.25%	4
#325	1700	6	0.35%	6

Supplementary Table 2. Quantitation of lineage analyses in Fig. 2.

Data for Fig. 2d & Fig. 2e blue line						
<i>Bas^{YFP,AR-}</i> before castration						
Mouse ID	Total YFP+	YFP+AR+	YFP+CK18+	Basal AR+ Percentage	Lum YFP+ Percentage	YFP+CK18+AR+
#543	2100	465	0	22.1%	0%	0
#545	1227	232	0	18.9%	0%	0
#548	1588	407	0	25.6%	0%	0
<i>Bas^{YFP,AR-}</i> regressed						
Mouse ID	Total YFP+	YFP+AR+	YFP+CK18+	Basal AR+ Percentage	Lum YFP+ Percentage	YFP+CK18+AR+
#1847	2958	598	0	20.2%	0%	0
#1849	2841	662	0	23.3%	0%	0
#1852	3108	653	0	21.0%	0%	0
<i>Bas^{YFP,AR-}</i> 1 round regeneration						
Mouse ID	Total YFP+	YFP+CK18-AR+	YFP+CK18+	Basal AR+ Percentage	Lum YFP+ Percentage	YFP+CK18+AR+
#319	2692	425	0	15.8%	0%	0
#681	2982	611	1	20.5%	0.03%	1
#685	2850	553	0	19.4%	0%	0
<i>Bas^{YFP,AR-}</i> 3 round regeneration						
Mouse ID	Total YFP+	YFP+CK18-AR+	YFP+CK18+	Basal AR+ Percentage	Lum YFP+ Percentage	YFP+CK18+AR+
#1848	3025	655	10	21.7%	0.33%	10
#2116	2729	630	6	23.1%	0.22%	6
#2117	2831	518	7	18.3%	0.25%	7

Data for Fig. 2e red line				
<i>Bas^{YFP}</i> before castration				
Mouse ID	Total YFP+	YFP+CK18+	YFP+CK18+AR+	Luminal YFP+ Percentage
#167	1458	0	0	0%
#2345	1105	0	0	0%
#2347	1693	0	0	0%
<i>Bas^{YFP}</i> regressed				
Mouse ID	Total YFP+	YFP+CK18+	YFP+CK18+AR+	Luminal YFP+ Percentage
#365	2278	0	0	0%
#370	2764	0	0	0%
<i>Bas^{YFP}</i> 1 round regeneration				

Mouse ID	Total YFP+	YFP+CK18+	YFP+CK18+AR+	Luminal YFP+ Percentage
#366	2489	2	2	0.08%
#367	2214	1	1	0.05%
#767	3540	4	4	0.11%
**<i>Bas^{YFP}</i> 3 round regeneration**				
Mouse ID	Total YFP+	YFP+CK18+	YFP+CK18+AR+	Luminal YFP+ Percentage
#1892	3055	23	23	0.75%
#1894	2263	20	20	0.88%
#2349	2672	28	28	1.05%

Supplementary Table 3. Quantitation of lineage analyses and BrdU incorporation assays in Fig. 3.

**Data for Fig. 3f**						
**<i>Lum^{YFP,AR-}</i> 9w (BrdU for 1w)**						
**Mouse ID**	**AR+ luminal**	**BrdU+AR+ luminal**	**Percentage**	**AR- luminal**	**BrdU+AR- luminal**	**Percentage**
#2789	2272	86	3.8%	369	50	13.6%
#2793	1943	85	4.4%	246	28	11.4%
#2843	2435	110	4.5%	380	56	14.7%
#3068	2329	75	3.2%	411	38	9.2%
**<i>Lum^{YFP,AR-}</i> 10w (BrdU for 2w)**						
**Mouse ID**	**AR+ luminal**	**BrdU+AR+ luminal**	**Percentage**	**AR- luminal**	**BrdU+AR- luminal**	**Percentage**
#2787	1021	61	6.0%	288	48	16.7%
#2788	1996	124	6.2%	450	64	14.2%
#6456	1887	134	7.1%	404	76	18.8%
**<i>Lum^{YFP,AR-}</i> 12w (BrdU for 2w)**						
**Mouse ID**	**AR+ luminal**	**BrdU+AR+ luminal**	**Percentage**	**AR- luminal**	**BrdU+AR- luminal**	**Percentage**
#2307	1745	87	5.0%	308	10	3.2%
#2308	1520	94	6.2%	335	15	4.5%
#3072	1028	48	4.7%	290	18	6.2%
#6457	1982	125	6.3%	618	32	5.2%
#6458	1994	93	4.7%	529	27	5.1%
**<i>Lum^{YFP,AR-}</i> 5m (BrdU for 2w)**						
**Mouse ID**	**AR+ luminal**	**BrdU+AR+ luminal**	**Percentage**	**AR- luminal**	**BrdU+AR- luminal**	**Percentage**
#2310	1600	90	5.6%	378	27	7.1%
#2312	1307	64	4.9%	240	14	5.8%
#3069	1588	105	6.6%	307	19	6.2%
#3070	1471	100	6.8%	265	17	6.4%
**<i>Lum^{YFP,AR-}</i> 8m (BrdU for 2w)**						
**Mouse ID**	**AR+ luminal**	**BrdU+AR+ luminal**	**Percentage**	**AR- luminal**	**BrdU+AR- luminal**	**Percentage**
#1255	930	48	5.2%	178	9	5.1%
#1256	1146	63	5.5%	249	16	6.4%
#1259	1951	98	5.0%	389	20	5.1%

Data for Fig. 3i					
**<i>Lum^{YFP,AR-}</i> 10w**					
Mouse ID	Total luminal	YFP+ luminal	AR- luminal	YFP+ Lum Percentage	AR- Lum Percentage
#2505	627	85	97	13.6%	15.5%
#2507	844	104	137	12.3%	16.2%
#2841	551	100	119	18.1%	21.6%
#4397	1156	229	272	19.8%	23.5%
**<i>Lum^{YFP,AR-}</i> 12w**					
Mouse ID	Total luminal	YFP+ luminal	AR- luminal	YFP+ Lum Percentage	AR- Lum Percentage
#1048	1709	239	264	14.0%	15.4%
#1181	1255	216	252	17.2%	20.1%
#1185	2143	268	281	12.5%	13.1%
**<i>Lum^{YFP,AR-}</i> 5m**					
Mouse ID	Total luminal	YFP+ luminal	AR- luminal	YFP+ Lum Percentage	AR- Lum Percentage
#1444	1884	373	418	19.8%	22.2%
#1827	930	129	136	13.9%	14.6%
#1828	1400	228	262	16.3%	18.7%
**<i>Lum^{YFP,AR-}</i> 8m**					
Mouse ID	Total luminal	YFP+ luminal	AR- luminal	YFP+ Lum Percentage	AR- Lum Percentage
#1445	2020	261	319	12.9%	15.8%
#2790	1696	263	293	15.5%	17.3%
#2842	1305	193	201	14.8%	15.4%
#3525	1082	110	119	10.2%	11.0%

Supplementary Table 4. Quantitation of lineage analyses and BrdU incorporation assays in Fig. 5.

**Data for Fig. 5e**						
**<i>Lum</i>^{YFP,AR-} BrdU 12d during regeneration**						
**Mouse ID**	**AR+ luminal**	**BrdU+AR+ luminal**	**Percentage**	**AR- luminal**	**BrdU+AR- luminal**	**Percentage**
#3071	1408	584	41.5%	378	133	35.2%
#3074	859	407	47.4%	175	77	44.0%
#3075	948	349	36.8%	295	119	40.3%

**Data for Fig. 5f**					
**<i>Lum</i>^{YFP,AR-} 10w**					
**Mouse ID**	**Total luminal**	**YFP+ luminal**	**AR- luminal**	**YFP+ Lum Percentage**	**AR- Lum Percentage**
#2505	627	85	97	13.6%	15.5%
#2507	844	104	137	12.3%	16.2%
#2841	551	100	119	18.1%	21.6%
**<i>Lum</i>^{YFP,AR-} castrated**					
**Mouse ID**	**Total luminal**	**YFP+ luminal**	**AR- luminal**	**YFP+ Lum Percentage**	**AR- Lum Percentage**
#2371	1396	250	279	17.9%	20.0%
#1180	912	152	183	16.7%	20.1%
#1184	880	139	160	15.8%	18.2%
**<i>Lum</i>^{YFP,AR-} regenerated**					
**Mouse ID**	**Total luminal**	**YFP+ luminal**	**AR- luminal**	**YFP+ Lum Percentage**	**AR- Lum Percentage**
#1829	960	124	141	12.9%	14.7%
#2794	1423	292	336	20.5%	23.6%
#2795	908	171	203	18.8%	22.4%

Supplementary Table 5. Quantitation of lineage analyses and BrdU incorporation assays in Fig. 6.

**Data for Fig. 6d**			
**<i>Lum</i>^{YFP} castrate, induce, regenerated**			
**Mouse ID**	**Single YFP+ cells**	**Clustered YFP+ cells**	**Clustered Percentage**
#2024	70	247	77.9%
#2030	64	168	72.4%
#2042	83	175	67.8%
**<i>Lum</i>^{YFP,AR-} castrate, induce, regenerated**			
**Mouse ID**	**Single YFP+ cells**	**Clustered YFP+ cells**	**Clustered Percentage**
#1669	68	8	10.5%
#2027	58	9	13.4%
#2029	111	12	9.8%

**Data for Fig. 6h**			
**<i>Lum</i>^{YFP} castrate, induce, regenerate with BrdU for 12d**			
**Mouse ID**	**YFP+**	**YFP+BrdU+**	**Percentage**
#2441	87	47	54.0%
#2443	95	60	63.2%
#2444	113	58	51.3%
**<i>Lum</i>^{YFP,AR-} castrate, induce, regenerate with BrdU for 12d**			
**Mouse ID**	**YFP+AR-**	**YFP+AR-BrdU+**	**Percentage**
#2510	72	35	48.6%
#2512	88	49	55.7%
#3073	73	40	54.8%

Supplementary Table 6. Primary antibodies used in this study.

**Antibodies for immunofluorescence and immunohistochemistry**			
**Antigen**	**Supplier**	**Ig type**	**Dilution**
AR	Sigma #A9853	rabbit IgG	1:400
α PKC	Santa Cruz #sc-216	rabbit IgG	1:200
Cleaved Caspase 3	Cell Signaling #9661	rabbit IgG	1:500
CK5	Covance #PRB-160P	rabbit IgG	1:500
CK18	Abcam #ab668	mouse IgG1	1:100
E-Cadherin	BD Biosciences #610181	mouse IgG2a	1:500
Ki67	DakoCytomation #M7249	rat IgG2a	1:600
Nkx3.1	Kim et al. (2002) PNAS 99: 2884-2889	rabbit IgG	1:2000
p63	Santa Cruz #sc-8343	rabbit IgG	1:50
p63	GeneTex #GTX102425	rabbit IgG	1:1000
Phospho-Akt	Cell Signaling #3787	rabbit IgG	1:50
YFP	Abcam #13970	chick IgY	1:2000

**Antibodies for flow cytometry**		
**Antibody**	**Supplier**	**Dilution**
Sca-1-PE-Cy7	Biolegend clone E13-161.7 #122513	1:500
CD49f-PE	eBiosciences clone eBioGoH3 #12-0495	1:300
Ter119-eFluor450	eBiosciences clone Ter-119 #48-5921	1:250
CD31-eFluor450	eBiosciences clone 390 #48-0311	1:250
CD45-eFluor450	eBiosciences clone 30-F11 #48-0451	1:250

Supplementary Table 7. List of primer sequences for quantitative real-time PCR.

Gene	Primer Sequences
Actb	TGTGAGATCCACGGAAACAG
	ACATAGCCGGAACCTACGTG
Ccnd1	AAGGCTTTTCCCAGTCCTTC
	CCCTCATCTAGCGTCTCAGG
Myc	AGTGCTGCATGAGGAGACAC
	GGTTTGCCTCTTCTCCACAG
Cdkn1a	GTCTGAGCGGCCTGAAGAT
	TCTGCGCTTGGAGTGATAGA
	TCCTCCGTAGCCAGAAGAGA
Krt8	GCACTCAGGAGAAGGAGCAG
	CTCCACTTGGTCTCCAGCAT
Krt14	ACCATGCAGAACCTGGAGAT
	CAGTAACGGCCTTTGGTCTC
Krt18	AAATCGAGGCACTCAAGGAA
	AATCTGGGCTTCCAGACCTT
Nkx3-1	GGAGGACCCACCAAGTATCC
	CACTTGCTAAGTCCCCTGGA
Trp63	GTAGAAGGGAACAGCCATGC
	TTGTGAATTCAGTGCCAACC

How the deposited data were processed for this re-analysis (not part of the article)

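Gene expression was measured by RNA-seq in 12 libraries of YFP+ mouse prostate luminal cells sorted 1 month after tamoxifen, 8 of wild-type and 4 of AR- cells, which the paper describes as biological replicates. Samples were assigned to genotypes and replicate numbers from their labels, which carry the sample names of Fig. 4.

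The authors converted the reads with bcl2fastq 1.8.4, aligned them to mm9 with TopHat2 2.0.4 and computed FPKM with Cufflinks 2.0.2 for the values in the paper. The deposited files hold a whole-number count per gene and library, not normalized, for 23284 gene symbols. The text at hand does not name the counting program, its annotation or its strand setting. Totals ran from 5955122 to 9451343 counts per library. The library codes of the 2 genotypes come from different series, so batch and genotype cannot be told apart.

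The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by edgeR's filterByExpr (11651 genes), normalized by TMM and tested with the quasi-likelihood F test at its default settings. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 and a fold change over 2. The standard error of a log2 fold change is its size divided by the square root of F. CPM values are TMM-normalized and given as mean ± SD over libraries. Where a whole group had 0 counts, the fold is a lower bound against 3 counts over that group, which covers counting error only. Single measures of the libraries, and the genes of Fig. 4d on log2(CPM + 1), were compared by an exact permutation test over all 495 choices of 4 libraries from 12, two-sided. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 19 lists with at least 5 measured members, at a threshold of 0.05. An estimated correlation and fry were alternatives. The seminal vesicle, Schwann cell and neuroendocrine, and red blood cell lists had too few members to test.

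The gene lists, the tests and the rule for naming genes were set before the data were examined, with the paper's text and tables already read. The rule took the genes of Fig. 4d and of the RNA-seq results text and the first 5 genes of Supplementary Data 1 and of Supplementary Data 2. In each direction it took the 10 called genes of largest log2 fold change among those with no overlap between the groups and a mean of at least 20 CPM in the higher group. Of each list it took up to 4 called members of highest mean CPM, and where fewer than 2 were called also the 2 members of highest mean CPM. Other genes named in the text were chosen after their values were seen.

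The test was tried on simulated counts with 200 genes changed. With one spread for both groups it recovered 54% of genes raised and 40% of genes lowered by 1.5 on the log2 scale, and 96% and 82% of those changed by 3. With no gene changed it called 0 genes. The real groups differ in spread. When each group was simulated with its own spread, edgeR called 265 of 11425 genes with none changed, and camera called 3 lists. With 200 genes changed, 72.1% of the calls were unchanged genes. With none changed, limma-voom with sample quality weights called 2 genes, but it recovered 40% of genes raised and 10% of genes lowered by 1.5, against 66% and 34% for edgeR.

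The alternatives set before the data were examined were RLE, upper-quartile and library-size scaling, DESeq2 1.42.0, limma-voom with quality weights, robust edgeR and limma on log2(RPKM + 1) of genes with at least 10 RPKM in any library. Further ones were no filter, a stricter filter (at least 10 CPM in 4 libraries), thinning to the smallest library, leaving out each library or AR- replicates 1 and 4, a replicate block, other thresholds, and other pseudocounts, filters and units for the principal components. RPKM values were computed from the counts with exon-union lengths from a GRCm38 annotation, not mm9, in which 99.1% of the tested genes had a length. DESeq2 gave no adjusted p for 547 genes. Pairs of libraries of one genotype differed by more than counting noise (reduced chi-square of 16.2 or more), so no library was taken for a copy of another. This does not tell technical from biological repeats, and all 12 are counted as separate samples because the paper describes them so. The staining, lineage-tracing and RT-qPCR experiments of the paper were not analysed.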

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

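All tests of explanations and of other splits of the libraries in this part were chosen after the results were seen, and the tests for basal cells, for basal genes in the luminal cells themselves, for cells of other types and for RNA of other cell types were reworded after their values were seen.

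Markers of 4 other cell types, which the paper does not discuss as such, were higher in AR- luminal cells. The genes called higher were 12 endothelial, 11 smooth muscle and pericyte and 9 leukocyte markers, beside 16 fibroblast markers. Of the 51 measured markers of these 4 types, 94.1% were higher, 32 were at 1 CPM or more in wild-type luminal cells, 0 belong to another list and 16 are in the pathway lists that the study chose on these libraries. Dcn was at 721 ± 82.8 CPM in wild-type and 1563 ± 106 CPM in AR- cells, Pecam1 at 190.3 ± 65.0, Cd74 at 103 ± 22.6 and Myh11 at 79.6 ± 89.6 CPM in AR- cells. Dcn was under 2-fold with upper-quartile normalization and with length and GC offsets (0.85 and 0.94 on the log2 scale). Whether a lower share of luminal cells raised every other type alike cannot be told. The endothelial median exceeded the fibroblast median by 3.31 on the log2 scale, with interquartile ranges that did not overlap. But a fold depends on the wild-type level, where the endothelial markers summed to 12.3 CPM and the fibroblast markers to 1382 CPM. Of the fibroblast sum, Dcn gave 721 CPM and Col6a3, which was lower in AR- cells, 439 CPM. In AR- cells the sums were 731 and 3497 CPM, so the gap of medians does not decide this. Cells of other types, or their RNA, in the sorted AR- samples are a candidate explanation that stays open, since the share of markers higher restates the pattern and is no evidence for a source. The cells were sorted on YFP, which such cells should lack. The paper's methods also refer to antibodies for sorting luminal and basal cells, among them antibodies to CD31, CD45 and Ter119, and another sort of luminal cells in the paper took cells negative for lineage markers and Sca-1 and low in CD49f. These gates would remove endothelial cells and leukocytes, but the gate shown for the RNA-seq samples names YFP alone. The paper's stains of sorted cells scored YFP and AR, not markers of other cell types. A library batch cannot be told apart from genotype, since 0 libraries carry a code of the other group's series. A change of the AR- luminal cells themselves was not tested and stays open as well.

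Basal markers were higher without exception among the 14 measured (100%), Krt5 included. Basal cells in the sorted AR- samples are a candidate explanation that stays open, since that share restates the pattern and is no evidence for a source. The paper describes the driver of YFP as specific to luminal cells and YFP set the gate, which weighs against basal cells. The paper's RT-qPCR found no Krt5 in the sorted cells of either genotype. That RT-qPCR result conflicts with 132 ± 88.2 CPM of Krt5 in AR- cells here and weighs against any source of it alike. The paper's tissue staining detected no CK5, the protein of Krt5, in AR- luminal cells. This weighs against the luminal cells as the source of Krt5, but not against basal cells in the sorted samples. The stained tissue was taken later after induction than the sorted cells. For other basal genes, the paper reports Trp63 and Krt14 as upregulated, with RT-qPCR of sorted cells cited, which does not tell the sources apart. It also reports stronger cytoplasmic p63 staining in AR- luminal cells, which favours the luminal cells as a source for that gene. Basal genes expressed by the luminal cells themselves cannot be told apart from basal cells, because the median of the luminal and pan-epithelial list, 0.00214, lies over members that go both ways and a small share of basal cells would hardly lower it.

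Focal adhesion, basement membrane and TGF-β genes were higher. A bias of transcript length or GC content between the groups is argued against as the whole cause, because 90% of the 50 members called higher stayed called after the trend with length and GC was removed from each library. RNA of other cell types cannot be told apart from a change in the luminal cells. The share of the 76 measured members that rose was 65.8%, and other cell types express many of these genes too.

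Other splits of the libraries were examined with 100 of the 495 splits into 4 and 8, the real one included. For genes higher, 1 split reached the real count of 2080, the real one itself, and the highest other gave 121. For genes lower, 1 split reached 1353, and the highest other gave 5. For lists higher, 2 splits reached 12, and the highest other also gave 12. The other splits mix the genotypes or put only wild-type libraries in the group of 4, so they do not show groups without a change. In counts simulated with each group's own spread and no gene changed, edgeR called 147 genes higher and 118 lower, and camera called 3 lists. Both real gene counts lay far above the simulated ones. They also exceeded every other split. That is no evidence against chance, because every other split holds both genotypes in a group, which widens the spread there. For lists higher, the other split that reached 12 put 3 AR- libraries in the group of 4, so it nearly repeats the real grouping. The splits therefore do not settle chance for that count. Nor do they settle it for the 3 lists lower. As many were given by 25 splits and the highest other gave 12, but the splits giving that number put 0 AR- libraries in the group of 4. There a list that is higher in AR- cells counts as lower, which points to a structure of the samples.

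Signals in genes outside those the paper discusses were also seen in 7 proximal or progenitor-like luminal markers, 3 seminal vesicle secretion genes and 2 Schwann cell and neuroendocrine markers called higher. Of 260 groups of values, 37 held a library far from the others, 13 among AR- and 24 among wild-type libraries, by Dixon's test, by which chance gives about 1 in 20 for normally distributed values. That rate does not hold for genes with few counts, and the rate for these values was not determined. In wild-type replicate 1, CPM values far from the other 7 were Klk1b5 at 1.08, Krt7 at 2.28, Mcm5 at 4.32 and Svs5 at 77.3. Wild-type replicate 2 stood apart for Alas2 at 7.76, H2-Eb1 at 11.7, Itga4 at 1.40 and Ptprb at 3.94 CPM. Wild-type replicate 3 stood apart for Cd36 at 0.355, Cdkn1a at 34.8, Cldn4 at 266, Clu at 257, Ly6a at 25.9 and Nkx3-1 at 727 CPM. Wild-type replicate 4 stood apart for Ccnd3 at 17.9, Myh11 at 4.53, Plp1 at 1.35, Rock2 at 75.2 and S1pr1 at 0.735 CPM. Wild-type replicate 7 stood apart for Gm15698 at 0.404 and Krt14 at 2.56 CPM. Wild-type replicate 8 stood apart for Cdh3 at 0.425 and Selp at 1.42 CPM. Wild-type replicate 3 also had the fewest counts of its group, 6762857. AR- replicate 1 stood apart for Gm15698 at 181, Klk1b5 at 7.97, Npnt at 48.8, Srd5a2 at 37.1 and Vwf at 213 CPM. AR- replicate 2 stood apart for Dnase1l2 at 1.41 and Mcm5 at 0.187 CPM. AR- replicate 3 stood apart for Aqp1 at 110.1 and Lamc3 at 48.9 CPM. AR- replicate 4 stood apart for Acta2 at 193, Col4a2 at 471, Myh11 at 212 and Ndnl2 at 1.91 CPM. Genes at 0 counts in 1 AR- library while the other 3 averaged at least 10 CPM numbered 130, 63, 73 and 178 in replicates 1 to 4, against 0 in each wild-type library.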

How the results depend on the processing

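The group variances, the 8 libraries without the block, the run without Rn45s and Lars2, the length and GC offsets, the genes detected in every AR- library, limma on RPKM without Rn45s and the z-scaled clustering were chosen after seeing the data.

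No called gene among those named and no called list changed direction, but the balance of the calls turned with upper-quartile normalization. Against 2080 higher and 1353 lower with TMM, library size alone called 3309 higher and 765 lower and upper-quartile normalization 1661 higher and 1888 lower. The medians over all genes were 0.08 with TMM, 0.56 with library size alone, -0.18 with upper-quartile normalization and -0.32 with limma-voom and quality weights. Limma-voom called 1524 higher and 691 lower with quality weights and 1517 higher and 662 lower with group variances, and limma on log2(RPKM + 1) 1650 higher and 421 lower on 5801 genes. The stricter filter called 1415 higher and 880 lower on 7586 genes, and a fold over 4 left 1325 higher and 683 lower. Without AR- replicates 1 and 4 the calls were 2296 higher and 2144 lower. With a block for numbers 1 to 4 they were 1007 higher and 566 lower in 8 libraries, against 1323 higher and 590 lower in the same libraries without it. The numbers do not pair the samples, since correlations of deviations between same-numbered libraries lay near 0. For limma on log2(RPKM + 1), leaving Rn45s out of the library size, with longest-transcript lengths, gave 1521 higher and 1387 lower on 8643 genes. The median over all genes was then -0.01, against 0.49 with all counts. Rn45s took 45.1% of the counts in wild-type and 25.5% in AR- libraries, so scaling by all counts carries that difference. Apart from this and the fewer genes or libraries named, the cause was not tested. RLE, DESeq2, robust edgeR, thinning and the other settings stayed within 1.5 times of both counts, as did no filter (3080 higher and 1813 lower), the runs without Rn45s and Lars2 (2100 higher and 1317 lower), with length and GC offsets (2263 higher and 1145 lower) and on genes detected in every AR- library (2002 higher and 1007 lower). Leaving out 1 library gave 1912 to 2226 higher and 1201 to 1745 lower.

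The lists lower fell from 3 to 1 with library size alone, where the androgen-regulated list had an adjusted p from camera of 0.0785 and oxidative phosphorylation one of 0.0705. The androgen-regulated list was also lost with the replicate block (0.196) and in the same 8 libraries without it (0.09), which left 2 lists lower each. Leaving out 1 library gave 2 to 3 lists lower (2 without wild-type replicate 8 or AR- replicate 1) and 12 higher. With limma on log2(RPKM + 1), the proximal and MAPK lists were not called (adjusted p = 0.177 and 0.123 from camera). The stricter filter left 10 lists higher, with the proximal list among those not called (0.107), and no filter gave 14 higher. With an estimated correlation the androgen-regulated, proximal and MAPK lists were not called, at the adjusted p given with each list. The fry test called the sterol list (3.60e-04) and the polarity list (0.0481).

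The number of libraries outside their group's cluster was 1, and 0 with log2(CPM + 5), a minimum of 1 CPM, TMM-normalized CPM, z-scaled values, without Rn45s and with log2(RPKM + 1) without Rn45s. Leaving out 1 library gave 0 (without AR- replicate 4) to 1 (for example 1 without wild-type replicate 1). The share of the first component ranged from 34.4 to 39.0% when 1 library was left out.

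Of the 125 named genes tested, the call was lost for 8 with library size alone, 8 with upper-quartile normalization, 9 with limma-voom and quality weights, 13 with length and GC offsets, 17 with the replicate block and 10 in the same 8 libraries without it. Leaving out 1 AR- library lost 2, 4, 2 and 3 calls for replicates 1 to 4. Depth limits genes of low count, where a group at 0 gives only a bound.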

Differences from the paper's values

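The scale of the gene values below was chosen after seeing the paper's values. Of 3 scales compared, log2(RPKM + 1) with the longest transcript and without Rn45s in the library size came nearest to the paper's tables, with median differences of -0.036 to 0.0116 per library, against 0.561 to 0.955 with all counts and exon-union lengths. A limma test on that scale, also added after seeing the values, does not call 227 genes of Supplementary Data 1 and 240 of Supplementary Data 2. It called 1521 higher and 1387 lower, at the paper's thresholds.

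On that log2 scale, 4 genes differed from the paper by more than the larger SD of the 2 groups. For Klk1b5 the paper's value is 4.76 and the value from the counts is 1.97, with mean AR- levels of 5.32 in the paper's table and 2.15 from the counts. The scale understates the change of genes with few counts such as this one, and its log2 fold change from edgeR was 4.34. For Abhd1 the paper's value is -4.63 and the value from the counts is -1.21. For Gm5547 the paper's value is -4.93 and the value from the counts is -4.01. Both genes have 0 counts in every AR- library and mean levels of 0.00 in the AR- libraries of the paper's table. On this scale, which maps 0 to 0, each value is then the wild-type level with its sign turned and not a measure of the fold, which from the counts was at least 17.9-fold and 89.8-fold lower against 3 counts over the AR- group. For Ndnl2 the paper's value is -3.65 and the value from the counts is -2.32. The difference remained for each of the 4 under all alternatives set before the data were examined that give this value, which are exon-union RPKM with all counts, thinned counts and leaving out each library or AR- replicates 1 and 4.

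The paper states that Krt8, Krt18 and Cdh1 were upregulated, citing Fig. 4d and RT-qPCR of sorted cells, for which it lists primers of Krt8 and Krt18. It also reports stronger CK18 and E-cadherin staining in AR- luminal cells 3 months after induction. The RT-qPCR and the staining were not analysed here, so the values below concern the RNA-seq counts alone. Here Krt8 and Krt18 had log2 fold changes of 0.13 and -0.14 and were called in 0 settings, and none of the 3 genes is in Supplementary Data 1 or 2. Cdh1 was at 0.64, under 2-fold, and was called higher with library size alone (1.11), with limma on log2(RPKM + 1) (1.09) and with no minimum fold. Trp63 and Krt14, which the paper also names as upregulated, rose here by 6.33 and 7.47 on the log2 scale.

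The paper describes the groups as well separated in clustering, and Fig. 4b shows the 4 AR- samples on 1 branch. Here the tree divided into 2 set AR- replicate 4 apart, with 1 library outside its group's cluster. With log2(CPM + 5), a minimum of 1 CPM, TMM-normalized CPM and without AR- replicate 4 there were 0, as with 3 settings chosen after seeing the data, which were z-scaled values, no Rn45s, and log2(RPKM + 1) without Rn45s.

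The paper detected no CK5 in AR- luminal cells by staining, and no Krt5 by RT-qPCR in sorted cells of either genotype (Supplementary Fig. 6c). In the RNA-seq counts Krt5 rose here by 6.73 on the log2 scale and is also among the upregulated genes of Supplementary Data 1.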

Other observations

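The lists below were set before the data were examined, and as lists they belong to no claim of the paper. Jun, a member of the first list, is however a gene of Fig. 4d. Of 22 immediate early and dissociation response genes, 16 were higher, 0 lower and 6 were not called, of which 2 rose and 1 fell by less than 2-fold at an adjusted p under 0.1 from edgeR (16 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 2.07 (adjusted p = 1.77e-11 from camera; 0.0165 with an estimated correlation). Of them, 1 was lower at an unadjusted p under 0.05 in edgeR, and DESeq2 and limma-voom called 0 lower. Egr1 was at 629.9 ± 83.4 CPM in wild-type cells (SD, n = 8) and 3064 ± 601 CPM in AR- cells (SD, n = 4), and Klf6, Zfp36 and Jun had log2 fold changes of 2.54, 2.10 and 1.44. Of 21 genes of oxidative phosphorylation, 2 were lower, 0 higher and 19 were not called, of which 0 rose and 7 fell by less than 2-fold at an adjusted p under 0.1 from edgeR (0 higher and 2 lower when adjusted over the list alone), with a median of -0.52 (adjusted p = 0.00802 from camera; 0.0187 with an estimated correlation), and the list was not called with library size alone (0.0705). At an unadjusted p under 0.05 in edgeR 0 were higher, and DESeq2 and limma-voom called 0 higher. In the same libraries 48 of 51 markers of other cell types were called higher by edgeR, and the CPM summed over seminal vesicle secretion genes rose from 402 to 25120.3. The genes of the oxidative phosphorylation list called lower were Sdhc (-1.89) and Uqcrc1 (-1.47, and -0.90 after the correction for length and GC content, which was chosen after seeing the data). Of 20 genes of sterol and fatty acid synthesis, 4 were higher and 2 lower (4 higher and 3 lower when adjusted over the list alone), with a median of -0.07 (adjusted p = 0.762 from camera). Scd2 was at -1.31, and at -0.84 with library size alone. Hmgcr was at 1.47. Ldlr was at 1.14, and at 0.67 without AR- replicate 3. Acaca was at 1.28, and it lost its call without any 1 of AR- replicates 1 and 2 or wild-type replicates 1, 2, 3, 5, 6, 7 and 8 (adjusted p from edgeR 0.104 to 0.342; 0.71 on the log2 scale without AR- replicate 1).

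Of the lists too small to test, 3 of 4 seminal vesicle secretion genes were higher (4 higher and 0 lower when adjusted over the list alone). Svs2 was at 291 ± 215 and 23573 ± 1337 CPM, Svs5 at 20.6 ± 25.5 and 677 ± 162 CPM and Pate4 at 26.2 ± 21.0 and 663 ± 59.7 CPM, and the Svs genes are related in sequence, so reads shared between them leave these values uncertain. Of the Schwann cell and neuroendocrine markers, 2 of 2 were higher (2 higher and 0 lower when adjusted over the list alone). Syp was at 4.90, and at 3.11 without AR- replicate 4. Plp1 was at 3.01, and it was not called without AR- replicate 2 or 4 (adjusted p = 0.105 and 0.14 from edgeR). Limma-voom called 0 of the 2. Of the red blood cell genes, 1 was measured, Alas2, at a log2 fold change of 0.15 (adjusted p = 0.907 from edgeR; 0 higher and 0 lower when adjusted over the list alone).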
